# Blood genome expression profiles in infants with congenital cytomegalovirus infection

**DOI:** 10.1038/s41467-020-17178-5

**Published:** 2020-07-15

**Authors:** Christopher P. Ouellette, Pablo J. Sánchez, Zhaohui Xu, Derek Blankenship, Fiker Zeray, Andrea Ronchi, Masako Shimamura, Damien Chaussabel, Lizette Lee, Kris E. Owen, Angela G. Shoup, Octavio Ramilo, Asuncion Mejias

**Keywords:** Virology, Biomarkers, Infectious diseases

## Abstract

Congenital CMV infection (cCMVi) affects 0.5–1% of all live births worldwide, making it the leading cause of sensorineural hearing loss (SNHL) in childhood. The majority of infants with cCMVi have normal hearing at birth, but are at risk of developing late-onset SNHL. Currently, we lack reliable biomarkers to predict the development of SNHL in these infants. Here, we evaluate blood transcriptional profiles in 80 infants with cCMVi (49 symptomatic, 31 asymptomatic), enrolled in the first 3 weeks of life, and followed for 3 years to assess emergence of late-onset SNHL. The biosignatures of symptomatic and asymptomatic cCMVi are indistinguishable, suggesting that immune responses of infants with asymptomatic and symptomatic cCMVi are not different. Random forest analyses of initial samples in infants with cCMVi, irrespective of their clinical classification, identify a 16-gene classifier signature associated with the development of SNHL with 92% accuracy, suggesting its potential value as a biomarker.

## Abstract (web summary)

Congenital CMV infection can result in sensorineural hearing loss, but predicting this outcome is not yet possible. Here, the authors show that while blood gene expression profiles are not substantially different between symptomatic and asymptomatic infants with congenital CMV infection, a 16-gene signature is identified and able to predict late-onset hearing loss in these children.

## Introduction

Human cytomegalovirus (CMV), otherwise known as human herpesvirus 5, is a *betaherpesvirus* of the order *Herpesviridae*, a group of eight double-stranded DNA viruses that establish lifelong latency after infection^1^. Infection with CMV can produce a wide spectrum of disease, ranging from asymptomatic infection to severe multiorgan systemic disease in the susceptible host. Importantly, in-utero infection of the fetus can result in congenital infection with CMV. Congenital cytomegalovirus (cCMV) infection remains a major global public health problem, affecting 0.5 to 1% of all live births^2^. Fetal infection with CMV results in sensorineural hearing loss (SNHL) in ~33% to 44% of infants with clinically apparent (symptomatic) disease, and in 10% of well-appearing infants with no clinically apparent signs of disease at birth (asymptomatic). As a result, cCMV is the leading cause of non-genetic hearing loss in childhood^3–6^. Importantly, up to 25% of infants with cCMV infection will have normal hearing at birth yet develop hearing loss later in life (late-onset)^2^. In addition, cCMV infection is a major contributor to permanent neurologic disabilities and cognitive deficits in childhood^7^.

Despite the long-term impact of cCMV infection, there are no reliable biomarkers that correlate with clinical disease manifestations, or help identifying infants at increased risk for serious clinical outcomes. Prior studies have evaluated the utility of CMV loads in blood or urine as a biomarker predictive of SNHL^8,9^; however, no specific viral loads have shown to correlate with hearing loss in the symptomatic or asymptomatic infant. Analysis of host blood transcriptional profiles has provided significant insights regarding disease pathogenesis, diagnosis, assessment of clinical severity and improved patient classification of children with varied ailments^10–14^. Recently, this approach has been explored in a small cohort of infants with cCMV infection utilizing dried blood spots, identifying preliminary associations of transcriptional signatures with long-term outcomes^15^.

By applying whole-blood transcriptomics, we sought to identify the differences in gene expression profiles between infants with symptomatic and asymptomatic cCMV infection and their association with late-onset SNHL. Our data show that blood immune profiles between symptomatic and asymptomatic infants with cCMV infection are indistinguishable, suggesting that host responses to congenital CMV infection are similar irrespective of the clinical classification. In addition, we identify a 16-gene classifier set that distinguishes with 92% accuracy infants who would develop late-onset SNHL, suggesting the value of host genomic responses as a biomarker for hearing loss in congenital CMV infection.

## Results

### Patient characteristics

Eighty-six infants with cCMV infection and 21 healthy control infants were enrolled. Of those, samples from six cCMV-infected infants and 11 healthy controls were excluded owing to insufficient or low-quality RNA, resulting in a study cohort of 80 infants with cCMV infection and 10 healthy controls (Supplementary Fig. 1). The demographic and clinical characteristics of cCMV patients and healthy controls included and not included in the study were comparable (Supplementary Tables 1 and 2). The baseline demographic characteristics of healthy controls and infants with symptomatic and asymptomatic cCMV infection included in downstream analyses are included in Table 1.

**Table 1:** Demographic data of healthy controls and infants with congenital CMV infection.

All	Healthy controls *n* = 10	Symptomatic congenital CMV *n* = 49	Asymptomatic congenital CMV *n* = 31	*p* value
Age (days)	11 (7–33)	17 (11–22)	17 (15–24)	0.71
Gestational age (weeks)	38 (35–40)	39 (38–40)	39 (39–40)	0.03
Sex, males, *n* (%)	7 (70%)	30 (61%)	16 (52%)	0.52
*Race, n*				
White	8	40	29	0.29
Black or other*	2	9*	2	

Statistical analyses were performed using Kruskal–Wallis tests for non-parametric continuous variables and data reported as median, 25–75% interquartile ranges, and the Chi-square test for categorical data. Two-tail *p* values are provided.

The diagnosis of infants with symptomatic and asymptomatic cCMV infection was established in the first week of life per standard of care, and blood samples were obtained at study enrollment the second or third week of life (median age 17 days). The overall median gestational age was 39 weeks in both cCMV groups and 38 weeks in the healthy control cohort, but there were no significant differences in gestational age between the discovery cCMV cohorts and healthy controls (Supplementary Table 3). Infants with symptomatic cCMV infection had significantly smaller head circumferences, and 16% had microcephaly. Blood polymerase chain reaction (PCR) was performed in 31% (25/80) of patients, and CMV DNA detected in 6 (24%) infants. Only one of those six infants had a quantitative rt-PCR performed (12,668 CMV copies/mL). Overall, 19 (24%) infants (all symptomatic) received antiviral therapy for 6 weeks or 6 months. No infant with asymptomatic cCMV infection had evidence of SNHL at birth, compared with 9 (11%) infants with symptomatic cCMV infection. During the 3-year longitudinal follow-up period, 13 (27%) infants with symptomatic cCMV and 11 (35%) with asymptomatic cCMV infection developed late-onset SNHL. The demographic, clinical, laboratory, neuroimaging findings at diagnosis, and results of audiologic evaluations at diagnosis and follow-up for both cCMV cohorts are summarized in Table 2.

**Table 2:** Clinical information of infants with congenital cytomegalovirus infection.

	Symptomatic CMV *n* = 49	Asymptomatic CMV *n* = 31	*P* value
*Demographic information*			
Sex, males, *n* (%)	30 (61%)	16 (52%)	0.49*
Gestational age (weeks)	39 (38–40)	39 (39–40)	0.045
Birth weight (grams)	3035 (2457–3278)	3195 (2951–3359)	0.048
Birth length (cm)	48 (46–49)	49 (47.4–50)	0.024
Head circumference (cm)	33.4 (32–34.4)	34 (33–34.6)	0.021
Age at sample collection (days)	17 (11–22)	17 (14–24)	0.75*
*Examination findings, n* *(%)*			
Rash^‡^	16 (33%)	0	N/A
Splenomegaly	12 (24%)	0	
Hepatomegaly	11 (22%)	0	
SGA	10 (20%)	0	
Microcephaly	8 (16%)	0	
IUGR	5 (10%)	0	
*Laboratory results (at diagnosis)*			
WBC (cells/mm^3^)	10,735 (8355–13,133)	10,500 (9690–13,030)	0.63
Hemoglobin (g/dL)	13.6 (11.3–17.2)	13.9 (13.2–16.1)	0.32
Hematocrit (%)	40.1 (33.4–48.4)	39.3 (36.8–46.9)	0.58
Platelet count (/mm^3^)	257,000 (94,250–391,500)	330,000 (251,500–417,500)	0.049
ALT (U/L)	20 (14–31)	17 (12.3–27.8)	0.15
Direct bilirubin (mg/dL)	0.3 (0.2–0.53)	0.3 (0.3–0.4)	0.75
*Neuroimaging findings, n* *(%)*			
Abnormal head ultrasound	26 (58%)	0	N/A
Abnormal head CT	3 (75%)	0	
Abnormal brain MRI	8 (89%)	0	
*Audiologic findings, n* *(%)*			
Abnormal ABR at any time	22 (45%)	11 (35%)	0.49
Abnormal initial ABR	9 (18%)	0 (0%)	N/A
Abnormal follow-up ABR^†^	13 (32%)	11 (44%)	0.43

Laboratory results available for 94% (46/49) infants with symptomatic congenital CMV infection and 94% (29/31) of asymptomatic CMV infection. Neuroimaging studies performed in 92% (45/49) of symptomatic and 90% (28/31) of asymptomatic CMV infection. Initial audiological evaluations performed in all infants with symptomatic or asymptomatic cCMV infection.

*CMV* cytomegalovirus, *SGA* small for gestational age, *IUGR* intrauterine growth restriction, *WBC* white blood cell, *ALT* alanine aminotransferase, *CT* computed tomography, *MRI* magnetic resonance imaging, *ABR* auditory brainstem response. Continues variables reported as medians and 25–75% interquartile range. Statistical comparisons computed by two-tailed Mann–Whitney or Fisher’s *T* test (*).

^‡^Eight patients with petechiae, four patients with purpura, two patients with a “blueberry muffin” rash, and three patients with a combination of above.

^†^Follow-up evaluation of at least 1 year. Follow-up ABR available for 41 infants with symptomatic CMV infection and 25 infants with asymptomatic CMV infection.

### Transcriptional signatures of cCMV infection

To define and validate the blood transcriptional biosignatures for infants with symptomatic (*n* = 49) and asymptomatic (*n* = 31) cCMV infection, patient samples in each of these cohorts were divided randomly in two groups: training (discovery) and test set (validation), for a total of four groups. 

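Whole-blood RNA on 158 Illumina HT-12 V4 beadchip arrays was available, with 92 arrays from infants with symptomatic cCMV infection, 56 from infants with asymptomatic cCMV infection and 10 from healthy controls. The labels give the clinical group but neither the visit, the infant, the age nor the training or test set. All arrays of a group were therefore analyzed together, and these groups are wider than the first-visit groups of the paper. They hold more arrays than the paper has infants, and the paper also sampled infants at yearly follow-up visits. Follow-up samples are therefore very likely among them, while the controls were young infants. Every comparison with controls thus mixes infection with age, which cannot be told apart here. Repeat samples of an infant could not be linked, so the samples were not all independent and the p-values are too small by an unknown amount. The adjustment for age made in the paper could not be repeated.
For each array the authors deposited raw intensities, which were not normalized between arrays and had the background already subtracted, and a detection p-value for every probe. The processed intensities of the authors are the same signals multiplied by 1 factor per array, from 0.655 to 5.67. The raw intensities were used here, as 47231 probes shared by both deposited tables. The mean signal per array had a median of 178 (range 107 to 272) in symptomatic infection, 188 (range 132 to 263) in asymptomatic infection and 159 (range 31.4 to 231) in controls. The number of arrays limits the precision. Control replicates 7 and 8 gave the 2 dimmest arrays. The arrays lay on 21 slides, of which 5 held a control together with infected samples, 5 held only controls and 11 held only infected samples. Each of the 5 control-only slides held 1 control, and the 2 dimmest arrays were among these controls. With slide as a fixed block these 5 controls drop out. That fit, the controls on shared slides and the values within slides therefore rest on the same 5 controls and are not separate checks.
Background was corrected with the neqc function of limma (offset 16), followed by quantile normalization and log2 transformation. In all, 144 probes of Y-linked genes and XIST were left out. The 14677 transcripts tested had a detection p under 0.01 in more than 10% of samples and lay at least 2-fold from their median in at least 1 sample. They cover 8956 named genes. Groups were compared with 1 limma model, and a transcript passed at a Benjamini-Hochberg adjusted p under 0.01 and a change of at least 1.5-fold. That model gives all groups 1 common spread per transcript. Where the controls spread more, the SEs and p-values against controls are too small. For the gene EPSTI1 the SD was 1.655 in controls and 0.743 in symptomatic infection. Each gene is given by its probe with the highest mean. In total, 21 gene lists of cell types and pathways stand in for the modules, whose genes are not in the sources used here. These lists, the tests, the thresholds and the rule for naming genes were set before the data were examined. Each list was tested against the other transcripts with camera at a preset correlation of 0.01 and again with an estimated correlation, and p-values were adjusted over the lists.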

The same 10 healthy control infants who were matched for age, sex, gestational age, and race with the discovery cohorts, were used for comparisons in the validation sets (Supplementary Table 3). Baseline samples for transcriptome analyses were collected before initiation of antiviral therapy with the exception of 2 (3%) patients who were receiving valganciclovir for 3 and 6 days, respectively, at first study visit. Follow-up samples on year 1, 2, and 3 were collected off antiviral therapy.

The symptomatic cCMV biosignature was derived in the discovery cohort (training set; *n* = 25) and validated in a second independent group of symptomatic cCMV-infected infants (test set, *n* = 24). 

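Genes induced by interferon and JCHAIN, a gene of antibody-producing cells, were among the 10 largest rises in symptomatic cCMV infection against healthy controls. EPSTI1, an interferon-induced gene, rose by a log2 fold change of 2.15 (SE 0.27, adjusted p = 7.77e-11 from limma, n = 92 and 10 samples). GBP5 and GBP1, guanylate-binding proteins induced by interferon-gamma, rose by 2.09 (SE 0.22, adjusted p = 8.03e-14) and 1.92 (SE 0.24, adjusted p = 6.52e-11). JCHAIN, the chain that joins IgM and IgA molecules, rose by 2.05 (SE 0.43, adjusted p = 3e-05), and RSAD2, which encodes the antiviral protein viperin, by 1.88 (SE 0.44, adjusted p = 0.000189).
Between the 92 symptomatic samples and the 10 controls, 2150 of 14677 transcripts passed the threshold, and 7820 had an unadjusted p under 0.05. EPSTI1, GBP5, JCHAIN and RSAD2 had log2 fold changes of 2.10, 2.15, 2.32 and 2.16 with slide as a block, where RSAD2 no longer passed (adjusted p = 0.0142). RSAD2 did not pass against the controls on slides shared with infected samples either (1.74, adjusted p = 0.0479). JCHAIN was higher on 5 of 5 slides that hold both groups, by 0.11 to 4.28, and GBP5 by 1.54 to 3.40.
Slide as a fixed block left 451 transcripts past the threshold, and with the controls on slides shared with infected samples 501 passed. The count was 1143 without Control replicate 7, 1061 without Control replicate 8 and 436 without both, an alternative added after seeing the data.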

Statistical group comparisons identified 2592 differentially expressed transcripts between 25 infants with symptomatic cCMV infection and healthy age-matched controls in the training set (symptomatic cCMV signature; Fig. 1a). Of those, 95% of transcripts were overexpressed and 5% were underexpressed. 

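Rises outnumbered falls in symptomatic cCMV infection, and 5 of 22 ribosomal protein genes and 5 of 28 oxidative phosphorylation genes were among the rises. Neither list rose as a whole, with a ribosomal median of -0.01 (camera adjusted p = 0.914) and an oxidative phosphorylation median of -0.26 (camera adjusted p = 0.0121, and adjusted p = 0.599 with an estimated correlation). RPL23, a protein of the large ribosomal subunit, had a log2 fold change of 1.59 (SE 0.26, adjusted p = 1.52e-07 from limma, n = 92 and 10), and NDUFB10, a subunit of respiratory complex I, had 1.08 (SE 0.20, adjusted p = 2.75e-06). Against the controls on slides shared with infected samples, RPL23 was at -0.07 (adjusted p = 0.842) and NDUFB10 at 0.20 (adjusted p = 0.571). FBN2, which encodes fibrillin, fell by 1.10 (SE 0.16, adjusted p = 5.46e-09) and by 0.90 against those controls (adjusted p = 0.00183).
Of the transcripts past the threshold, 1820 (84.7%) were higher and 330 were lower in symptomatic infection. In the fit with slide as a fixed block the split was 330 higher and 121 lower, and with the controls on shared slides it was 345 higher and 156 lower. On the slides that hold both groups, with slide as a block, it was 212 higher and 58 lower. The median log2 fold change of the 1820 higher transcripts was 0.80 against all controls, 0.16 against the 5 controls on shared slides and 1.45 against the 5 controls on slides of their own. For the 330 lower transcripts these medians were -0.69, -0.56 and -0.89. The controls on slides of their own include the 2 dimmest arrays, so these medians do not separate slide from low signal. With those 2 arrays left out, the 5 shared-slide controls were higher in the 1820 transcripts than the other 3 by a median log2 of 0.224. Median scaling of the arrays in place of quantile normalization gave 7277 higher and 2 lower, with the median of all transcripts at 0.56. Quantile normalization without background correction moved that median to 0.14.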

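Interferon-stimulated genes made up most of the largest rises in symptomatic cCMV infection, next to a T cell inhibitory receptor and a granzyme. IFI44 (probe ILMN_1760062), an interferon-induced gene, had the largest rise, a log2 fold change of 2.38 (SE 0.36, adjusted p = 2.88e-08 from limma, n = 92 and 10 samples). LAG3, an inhibitory receptor of activated T cells, rose by 2.17 (SE 0.22, adjusted p = 4.61e-14). IFI44L rose by 2.05 (SE 0.48, adjusted p = 0.000209), IFIT1, which binds viral RNA, by 1.83 (SE 0.37, adjusted p = 2.09e-05), and GZMH, a granzyme of cytotoxic lymphocytes, by 1.80 (SE 0.24, adjusted p = 8.25e-10). These 5 genes were among the 10 largest rises. OAS3, an oligoadenylate synthetase that activates RNase L, rose by 1.62 (SE 0.34, adjusted p = 4.37e-05) and ranked 20.
Of 46 interferon-stimulated genes measured, 33 rose, 0 fell and 13 did not pass the test, and 33 rose when adjusted over the list alone. The number that rose was 19 with the controls on shared slides and 16 with those on slides of their own. Their median log2 fold change was 0.90 (camera adjusted p = 2.71e-09, and adjusted p = 0.599 with an estimated correlation). Blocking on slide gave a median of 1.29, and it was higher on 5 of 5 slides, by 1.00 to 1.88. Of 19 genes induced by interferon-gamma, 8 rose, 0 fell and 11 did not pass, with 9 rising when adjusted over the list alone. GBP3 and GBP4, further guanylate-binding proteins, rose by 0.97 and 0.84. The list had a median of 0.59 (camera adjusted p = 0.00014, and adjusted p = 0.599 with an estimated correlation) and of 0.78 with slide as a block. Within slides it was higher on 5 of 5, by 0.55 to 1.29.
Of 35 genes of cytotoxic and NK cells, 18 rose, 0 fell and 17 did not pass, and 18 rose when adjusted over the list alone. S1PR5, a receptor that NK cells use to leave tissues, rose by 1.74 (SE 0.22), GZMB, granzyme B, by 1.57 (SE 0.23) and FGFBP2 by 1.54 (SE 0.23). The list's median was 0.59 (camera adjusted p = 4.94e-05, and adjusted p = 0.599 with an estimated correlation). It was 0.72 with slide as a block, and within slides it was higher on 4 of 5, from -0.13 to 1.55. Of 8 T cell inhibitory receptors, 3 rose, 0 fell and 5 did not pass, and 3 rose when adjusted over the list alone, with a camera adjusted p of 0.213. BTLA rose by 1.42 (SE 0.22) and CTLA4 by 0.69 (SE 0.16). LAG3 had 1.97, BTLA 1.05 and CTLA4 -0.12 (adjusted p = 0.764) against the controls on shared slides.
Among the paper's genes IFI44L, IFIT1 and GZMH had larger values against the controls on shared slides, 2.70, 2.32 and 2.34, and OAS3 did not pass there (log2 fold change 1.55, adjusted p = 0.0206). Against the controls on slides of their own these genes had smaller values. IFI44L (1.407, limma adjusted p = 0.0599) and IFIT1 (1.335, limma adjusted p = 0.0201) did not pass there, while GZMH (1.253, limma adjusted p = 0.000478) passed.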

The top 10 overexpressed transcripts were related to interferon (*IFI44/L*, *IFI44*, *IFIT1*, *OAS3*), T cells (*LAG3*–lymphocyte activation gene–), or granzymes (*GZMH*). In contrast, the underexpressed transcripts were related to hemoglobin (*HBE1*), myeloid cells (*TREML3P*- triggering receptor expressed on myeloid cells-) or other genes involved in cell trafficking and signaling, including: a brain expressed protein (*BEX1*), membrane-associated ring finger protein (*MARCHF2*), or calcium-binding protein (*CABP5*) (Supplementary Table 4). This 2592 gene biosignature was validated by principal component analyses (PCA) in an independent cohort of 24 symptomatic CMV-infected infants and the same healthy controls used in the derivation cohort (validation cohort; Fig. 1b; Supplementary Fig. 2).

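An embryonic globin gene and 12 of 22 platelet genes fell in symptomatic cCMV infection, against all 10 controls. HBE1, the embryonic epsilon globin gene, fell by 1.77 on the log2 scale (SE 0.56, adjusted p = 0.00614 from limma, n = 92 and 10 samples), the largest fall. TREML3P, a pseudogene of the TREM family of myeloid receptors, fell by 0.77 (SE 0.23, adjusted p = 0.00301), and BEX1, a brain-expressed gene, fell by 0.80 (SE 0.12, adjusted p = 2.56e-08). MARCHF2, a membrane ubiquitin ligase, had a log2 fold change of -0.56 (SE 0.21, adjusted p = 0.0192) and CABP5, a calcium-binding protein, had -0.73 (SE 0.26, adjusted p = 0.0147), and neither passed the threshold.
Of 22 platelet genes measured, 0 rose, 12 fell and 10 did not pass, and 12 fell when adjusted over the list alone. GP9, a subunit of the platelet receptor for von Willebrand factor, fell by 1.16 (SE 0.29), PF4V1, a platelet chemokine, by 1.13 (SE 0.34), ITGA2B, the platelet fibrinogen receptor, by 1.09 (SE 0.28) and GP6, a collagen receptor, by 0.99 (SE 0.20). The platelet median was -0.70 (camera adjusted p = 0.000125, and adjusted p = 0.599 with an estimated correlation) and -0.91 with slide as a block. Within slides it was lower on 5 of 5, from -1.19 to -0.34. Relative to the median of all transcripts it stayed below 0 under 4 of 4 scalings, the reported scaling among them. With either set of 5 controls, on shared slides or on slides of their own, 4 platelet genes fell, and 1 rose with the latter.
Of 2 embryonic and fetal globin genes, 1 fell, and 1 fell when adjusted over the list alone (camera adjusted p = 0.301). Of 26 erythroid genes none passed in either direction, also when adjusted over the list alone (median -0.20, camera adjusted p = 0.14). Of 19 genes of immature granulocytes 1 fell, RETN, which encodes resistin, by 1.18 (SE 0.37), and 0 fell when adjusted over the list alone (median -0.62, camera adjusted p = 0.0582). The medians of these 3 lists were -1.90, -0.38 and -1.16 with slide as a block. Within slides they were lower on 3, 3 and 4 of 5 slides.
The other large falls were LILRA3, a soluble leukocyte receptor (-1.35, SE 0.45), RNY1, a Y RNA (-1.31, SE 0.29), the histone gene H3C10 (-1.22, SE 0.28), MAP3K7CL (-1.19, SE 0.29) and PVALB, parvalbumin (-1.16, SE 0.32). Against the controls on shared slides HBE1 was at -3.44 (adjusted p = 0.000689), while against those on slides of their own it was at -0.10 (adjusted p = 0.918). With the shared-slide controls LILRA3 (-0.66), H3C10 (-0.86), MAP3K7CL (-1.05), RETN (-1.41), GP9 (-1.39), PF4V1 (-0.75), TREML3P (-0.88) and BEX1 (-0.58) no longer passed.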

**Fig. 1:**
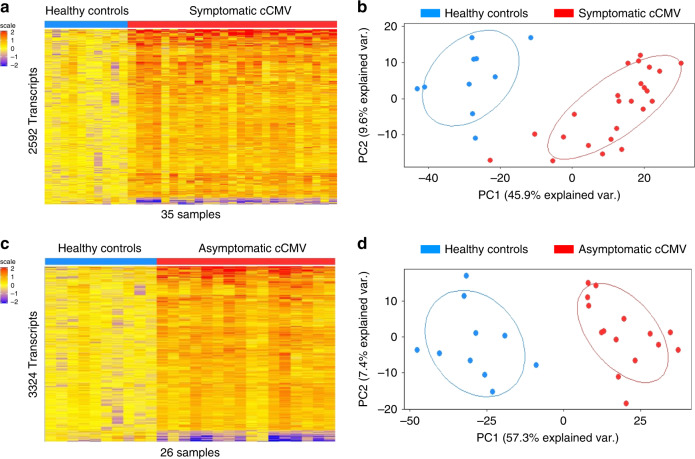
Biosignatures for symptomatic and asymptomatic cCMV infection. **a** Statistical group comparisons using linear models (LIMA) adjusted for age followed by Benjamini–Hochberg FDR < 0.01 and ≥1.5 fold change between infants with symptomatic cCMV infection (*n* = 25) and healthy controls (*n* = 10) identified 2592 differentially expressed transcripts in the training set (symptomatic cCMV biosignature). **b** The transcriptional signature was validated by principal component analyses (PCA) in an independent test set of 24 infants with symptomatic cCMV and the same 10 healthy controls. Healthy controls are represented in blue and symptomatic cCMV patients in red. **c** A similar strategy was applied to derive and validate the asymptomatic cCMV biosignature using 16 cCMV infants in the training set and 10 healthy controls, which yielded 3324 differentially expressed genes. **d** The asymptomatic cCMV biosignature was validated by PCA in an independent test set of 15 infants with asymptomatic cCMV infection and the same healthy controls. Transcripts in **a** and **c** are organized in a heatmap format where each row represents a transcript and each column a patient sample. Red color indicates overexpression and blue color underexpression of a transcript compared with the median expression of healthy controls (yellow).

A similar approached was followed with the asymptomatic cohort, and the asymptomatic cCMV biosignature was derived in a third group of infants (training set, *n* = 16), which was validated in a fourth independent group of asymptomatic cCMV infants (test set, *n* = 15). 

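In asymptomatic cCMV infection the largest rises were again in JCHAIN, a gene of antibody-producing cells, and in genes of the response to interferon and of cytotoxic cells. JCHAIN had the largest, a log2 fold change of 2.15 (SE 0.44, adjusted p = 2.38e-05 from limma, n = 56 and 10 samples). GBP5 rose by 2.04 (SE 0.23, adjusted p = 1.89e-12), EPSTI1 by 1.88 (SE 0.28, adjusted p = 1.61e-08) and GBP1 by 1.82 (SE 0.24, adjusted p = 1.38e-09). S1PR5 rose by 1.72 (SE 0.22, adjusted p = 6.25e-10) and IGLL1, an immunoglobulin light chain-like gene, by 1.65 (SE 0.24, adjusted p = 9.92e-09). RPL23AP87, a ribosomal protein pseudogene, rose by 1.84 (SE 0.29, adjusted p = 1.39e-07) but was at 0.19 against the controls on shared slides. Its SD was 3.047 in controls and 0.498 in asymptomatic infection, so this SE, from a common spread, is too small.
Between the 56 asymptomatic samples and the 10 controls 2176 transcripts passed, 1825 higher (83.9%) and 351 lower, and 7671 had an unadjusted p under 0.05. In the slide-block fit 385 passed, 271 higher and 114 lower, and GBP5, S1PR5 and IGLL1 had log2 fold changes of 1.98, 1.64 and 1.58. GBP5 was higher on 5 of 5 slides that hold both groups, by 1.44 to 2.30.
With the controls on shared slides 467 transcripts passed, 318 higher and 149 lower. The count was 1155 without Control replicate 7, 1077 without Control replicate 8 and 395 without both, chosen after seeing the data, and median scaling gave 9284 higher and 3 lower with the median of all transcripts at 0.67.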

Statistical group comparisons identified 3324 differentially regulated transcripts between 16 asymptomatic cCMV infants and healthy controls in the training set (asymptomatic cCMV signature; Fig. 1c). This signature was also validated by PCA in an independent cohort of infants with asymptomatic cCMV and 10 healthy controls (validation cohort; Fig. 1d). The top 10 over- and underexpressed transcripts of the asymptomatic cCMV signature shared common genes with the symptomatic profiles including overexpression of interferon related genes (*IFI44/L*, *IFI44*, *IFIT*), *LAG3* and *GZMH*, or the underexpressed *HBE1* gene (Supplementary Table 4).

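The interferon-related genes, LAG3 and GZMH rose in asymptomatic cCMV infection too, and HBE1 had the largest fall in both groups. LAG3 had a log2 fold change of 2.04 (SE 0.23, adjusted p = 4.82e-12 from limma, n = 56 and 10 samples), IFI44 of 1.93 (SE 0.37, adjusted p = 7.18e-06) and GZMH of 1.75 (SE 0.25, adjusted p = 6.48e-09), and these 3 were among the 10 largest rises. IFI44L rose by 1.55 (SE 0.50, adjusted p = 0.00706) and ranked 16, and IFIT1 rose by 1.44 (SE 0.38, adjusted p = 0.00115) and ranked 27. HBE1 fell by 2.12 (SE 0.58, adjusted p = 0.00142).
Of 46 interferon-stimulated genes 22 rose, 0 fell and 24 did not pass, and 24 rose when adjusted over the list alone. With the controls on shared slides 7 rose, and with those on slides of their own 9 rose and 1 fell. Their median was 0.68 (camera adjusted p = 1.9e-05, and adjusted p = 0.781 with an estimated correlation), or 1.01 with slide as a block, and it was higher on 5 of 5 slides, by 0.57 to 1.22. Of 19 genes induced by interferon-gamma 5 rose, 0 fell and 14 did not pass, and 5 rose when adjusted over the list alone. Their median was 0.55 (camera adjusted p = 0.000413, and adjusted p = 0.774 with an estimated correlation), or 0.65 with slide as a block, and was higher on 5 of 5 slides. Of 35 cytotoxic and NK cell genes 18 rose and 17 did not pass, and 19 rose when adjusted over the list alone. GZMB rose by 1.59 (SE 0.23) and FGFBP2 by 1.42 (SE 0.24). Their median was 0.66 (camera adjusted p = 6.7e-05, and adjusted p = 0.774 with an estimated correlation), or 0.69 with slide as a block, and was higher on 5 of 5 slides, by 0.48 to 1.57. Of 8 T cell inhibitory receptors 4 rose and 4 did not pass, also when adjusted over the list alone, with a camera adjusted p of 0.17. CD160 rose by 0.81 (SE 0.26).
Of 22 platelet genes 9 fell and 13 did not pass, and 9 fell when adjusted over the list alone. Only 1 platelet gene fell against the controls on shared slides, and 2 rose and 2 fell against those on slides of their own. ITGA2B fell by 1.17 (SE 0.29). The median was -0.62 (camera adjusted p = 0.000413, and adjusted p = 0.774 with an estimated correlation), or -0.83 with slide as a block, and was lower on 5 of 5 slides. Of 26 erythroid genes 3 fell, and 1 fell when adjusted over the list alone. FECH, the enzyme that completes heme synthesis, fell by 1.51 (SE 0.42), OSBP2 by 1.15 (SE 0.37) and TRIM58 by 0.98 (SE 0.29). The erythroid median was -0.58 (camera adjusted p = 0.000531, and adjusted p = 0.781 with an estimated correlation), or -0.63 with slide as a block, and was lower on 5 of 5 slides. Of 19 immature granulocyte genes 1 fell, RETN, by 1.34 (SE 0.38), and 0 fell when adjusted over the list alone. Their median was -0.83 (camera adjusted p = 0.00908, and adjusted p = 0.781 with an estimated correlation), or -1.33 with slide as a block, and was lower on 4 of 5 slides. Of the 2 embryonic and fetal globin genes 1 fell, also when adjusted over the list alone (camera adjusted p = 0.17).
The other large falls were RNVU1-18, a variant of the U1 spliceosomal RNA (-2.002, SE 0.67), the keratin gene KRT1 (-1.77, SE 0.46), ORM1, an acute-phase protein (-1.56, SE 0.40), the globin pseudogene HBBP1 (-1.52, SE 0.45), LILRA3 (-1.50, SE 0.46), TREML3P (-1.26, SE 0.23) and LMNA, lamin A (-1.25, SE 0.16). Against the controls on shared slides IFI44L (2.20), RNVU1-18 (-2.07), KRT1 (-2.02), HBBP1 (-1.68), RETN (-1.57), FECH (-1.49), ORM1 (-1.44), OSBP2 (-1.44), LILRA3 (-0.81), TRIM58 (-0.61) and CD160 (0.56) did not pass, while IFI44 (2.04), LAG3 (1.84), GZMH (2.29), HBE1 (-3.79), TREML3P (-1.37) and LMNA (-1.09) passed. With the controls on slides of their own HBE1 was at -0.45 (adjusted p = 0.615). IFI44L (0.905, limma adjusted p = 0.245) and IFIT1 (0.948, limma adjusted p = 0.11) did not pass against those controls. IFI44 (1.82, limma adjusted p = 0.00134), LAG3 (2.238, limma adjusted p = 6.2e-10) and GZMH (1.202, limma adjusted p = 0.00102) passed.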

To ensure the reproducibility of the biosignatures and assess potential selection bias in infants included in the derivation cohorts, the training (discovery) and test (validation) sets for infants with symptomatic and asymptomatic cCMV were derived separately. Correlation analysis of this data showed a high degree of correlation between the test and training sets for symptomatic (Spearman *r* = 0.88; *p* < 0.0001) and asymptomatic cCMV infection (Spearman *r* = 0.94; *p* < 0.0001). (Supplementary Fig. 3).

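Most transcripts that rose in one clinical group also rose in the other, among them IFI44, LAG3, GBP5, JCHAIN and GZMH, and HBE1 fell in both. Of the transcripts past the threshold, 1645 were higher in both groups, where independent lists would share 226, and 240 were lower in both, where they would share 7.9. In opposite directions 0 transcripts passed. The 1885 shared transcripts were 77.2% of the 2441 in either comparison. For unchanged groups simulated against the same controls this share was 49.09% at the median and 84.99% at the highest, and as large in 6 of 50.
Both comparisons used the same 10 controls, so their results are correlated by construction. Across transcripts, which are not independent replicates, the log2 fold changes had a Pearson r of 0.977 and a Spearman rho of 0.976. When 2 unchanged groups were simulated against these controls, the median r was 0.952 and the highest 0.991, and r was as large in 10 of 50 simulations. The covariance was 0.182, against a simulated median of 0.0433 and a highest of 0.245, and it was as large in 2 of 50. The simulations shared 8.5 transcripts at the median and 2570 at the highest, as many as the observed number or more in 2 of 50. When each group was set against a different 5 of the controls, the median r was 0.649 and the median shared count 1006. With the controls on shared slides for the symptomatic group and the others for the asymptomatic group r was 0.132, and 0.0998 the other way around.
The fit with slide as a fixed block shared 333 transcripts, and with the controls on shared slides 387. The number was 927 without Control replicate 7, 863 without Control replicate 8 and 313 without both, chosen after seeing the data.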

The overlap between the symptomatic and asymptomatic cCMV signatures was further evaluated, with 58% of transcripts (2160 transcripts) shared among both signatures (Supplementary Fig. 4). Among the top 10 over- and underexpressed transcripts unique for the symptomatic cCMV signature, *OTOF*, *KIR2DL1,* and *CCZ1* were overexpressed, and *TREML1* underexpressed. Similarly, of the unique transcripts for the asymptomatic cCMV signature, the top 10 over- and underexpressed transcripts included overexpression of *CLECL1* and *IDO1*.

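The platelet receptor gene TREML1 fell in both groups, while OTOF, KIR2DL1 and CCZ1 passed in neither. TREML1 fell by 1.00 on the log2 scale in symptomatic infection (SE 0.25, adjusted p = 0.000424 from limma, n = 92 and 10) and by 0.96 in asymptomatic infection (SE 0.25, adjusted p = 0.00109, n = 56 and 10). OTOF, which encodes otoferlin, a protein of vesicle release in inner ear hair cells, had log2 fold changes of 1.10 (SE 0.44, adjusted p = 0.0309) and 0.70 (SE 0.45, adjusted p = 0.201). KIR2DL1, an inhibitory receptor of NK cells, had 0.57 (SE 0.29, adjusted p = 0.0987) and 0.32 (SE 0.30, adjusted p = 0.393). CCZ1, a protein of vesicle trafficking, had -0.05 (SE 0.11, adjusted p = 0.742) and -0.02 (SE 0.12, adjusted p = 0.889).
Compared directly, symptomatic and asymptomatic samples differed by -0.04 for TREML1 (adjusted p = 0.965), 0.40 for OTOF (adjusted p = 0.645), 0.25 for KIR2DL1 (adjusted p = 0.686) and -0.03 for CCZ1 (adjusted p = 0.946). TREML1 was at -0.89 in symptomatic and -0.81 in asymptomatic infection with slide as a block and did not pass (adjusted p = 0.108 and 0.148). It was lower on 5 of 5 slides in both groups. OTOF was at 1.59 and 1.12, KIR2DL1 at 0.69 and 0.48 and CCZ1 at 0.33 in both groups with slide as a block. In 1 control OTOF lay apart from the other controls.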

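CLECL1, a lectin-like receptor gene of B cells and dendritic cells, rose in both groups. Its log2 fold change was 1.01 in asymptomatic infection (SE 0.26, adjusted p = 0.000832 from limma, n = 56 and 10) and 0.97 in symptomatic infection (SE 0.25, adjusted p = 0.000836, n = 92 and 10). IDO1, the enzyme that starts the breakdown of tryptophan, had 0.80 (SE 0.28, adjusted p = 0.016) and 0.67 (SE 0.28, adjusted p = 0.0361) and did not pass in either group. Symptomatic and asymptomatic samples differed by -0.03 for CLECL1 (adjusted p = 0.969) and by -0.12 for IDO1 (adjusted p = 0.864). CLECL1 was, with slide as a block, at 1.13 and 1.17 and no longer passed (adjusted p = 0.0321 and 0.0239), and IDO1 was at 1.40 and 1.31. CLECL1 was higher on 5 of 5 slides in both groups, by 0.57 to 1.53 in asymptomatic infection. In 1 control IDO1 lay apart from the others.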

To determine the ability of the symptomatic cCMV biosignature to discriminate between infants with symptomatic and asymptomatic infection, the symptomatic biosignature was applied to the entire cohort of infants with congenital CMV infection (*n* = 80) and healthy controls. Unsupervised cluster analyses yielded a mixed distribution that did not reliably separate asymptomatic from symptomatic CMV infection (Fig. 2a). 

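No transcript separated symptomatic from asymptomatic cCMV infection at the threshold used. With limma 0 of 14677 transcripts passed between the 92 symptomatic and the 56 asymptomatic samples, and 1221 had an unadjusted p under 0.05. Without the fold filter 1 transcript passed, a probe with no gene symbol, with a log2 difference of -0.31 (SE 0.06, adjusted p = 0.00119). TREML3P differed by 0.49 (SE 0.12, adjusted p = 0.181) and IFI44 by 0.45 (SE 0.18, adjusted p = 0.49). For 98.7% of transcripts the 95% interval of the difference lay within 1.5-fold.
On the 2150 transcripts of the symptomatic comparison, the first principal component took 41.6% of the variance. Its mean was 2.51 (SD 5.51, n = 92) in symptomatic and 2.28 (SD 5.93, n = 56) in asymptomatic infection, a difference of 0.23 (two-sided permutation test, p = 0.809). The SD of the controls was 55.85, so this component mostly follows their spread. A small difference between the clinical groups on it therefore says little about whether the signature separates them. The nearest neighbor of an infected sample was of the same clinical group for 57.4% of samples, against 52.9% by chance (permutation test, p = 0.192). Without Control replicate 8 it was 62.2% (p = 0.021), and with the transcripts at least 2-fold from the median in more than 10% of samples the component differed by 1.95 (p = 0.00165). Median scaling of the arrays turned the difference to -9.27 (p = 0.0223).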

A similar result was observed when the asymptomatic cCMV biosignature was applied to the entire cohort (Fig. 2b). Thus, although in both analyses all 10 healthy controls clustered separately from cCMV-infected infants, neither the asymptomatic nor symptomatic cCMV biosignatures were able to reliably distinguish cCMV-infected infants based on their clinical classification.

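On the transcripts of both signatures, which include interferon, B cell and platelet genes, clustering did not set most controls apart from infected infants. Clustered with average linkage on correlation, the smaller of 2 clusters held 2 of the 10 controls and 0 infected samples with either signature. Dividing the tree into up to 20 clusters gave no cluster that held all controls and no infected sample. On the symptomatic signature the first principal component of the controls had a mean of -35.89 with an SD of 55.85 (n = 10).
On the 2176 transcripts of the asymptomatic signature the first component took 42.7% of the variance. Its mean was 2.12 (SD 6.26, n = 92) in symptomatic infection, 2.94 (SD 6.22, n = 56) in asymptomatic infection and -36.02 (SD 55.41, n = 10) in controls. Symptomatic and asymptomatic samples differed by -0.82 (two-sided permutation test, p = 0.441). The spread of the controls dominates this component too, so that difference says little about the clinical groups. The nearest neighbor was of the same clinical group for 56.1% of infected samples (permutation test, p = 0.272). Median scaling of the arrays gave a difference of -11.44 (p = 0.0123) on this component. Both signatures were derived against these controls, so the place of the controls is not independent of that choice. From the mixed clusters the paper concludes that neither signature reliably tells infected infants apart by clinical classification.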

**Fig. 2:**
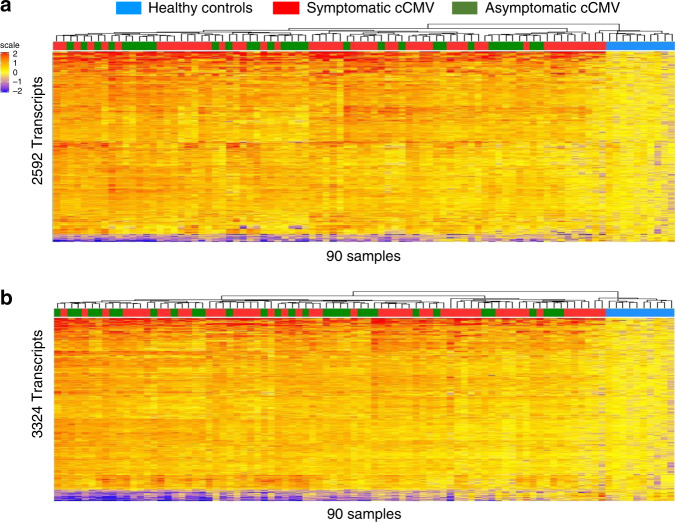
Biosignatures fail to distinguish symptomatic or asymptomatic cCMV infection. **a** Using unsupervised hierarchical clustering, the symptomatic CMV biosignature (2592 transcripts) applied to the entire cohort of infants with CMV (*n* = 80) and 10 healthy controls, yielded a mixed distribution that did not reliably distinguish symptomatic from asymptomatic cCMV infection. **b** Following the same strategy, the asymptomatic CMV biosignature (3324 transcripts) was applied to the entire cohort of infants utilizing unsupervised hierarchical clustering and also yielded a mixed distribution that did not reliably distinguish asymptomatic from symptomatic cCMV-infected infants. Transcripts are organized in a heatmap format where each row represents a transcript and each column represents a patient sample. Red color indicates overexpression and blue color underexpression of a transcript compared with the median expression of healthy controls (yellow). Clusters for healthy controls are depicted in blue, for infants with symptomatic cCMV infection in red and asymptomatic cCMV infection in green.

### Modular analysis of infants with cCMV infection

To characterize the biological significance of the symptomatic and asymptomatic biosignatures, an analytical framework of 62 transcriptional modules was applied. Each module (M) consists of coordinately expressed genes that share a similar biological function^16,17^. Of the 62 modules analyzed, 16 related to innate and adaptive immune responses are represented in Fig. 3. Modular maps were derived independently for the discovery (training sets) and validation cohorts (test sets) of infants with symptomatic and asymptomatic cCMV infection in relation to the healthy control group. For reproducibility, results were compared between the training and test sets in each clinical condition (symptomatic and asymptomatic cCMV infection) and between infants with symptomatic and asymptomatic cCMV infection.

**Fig. 3:**
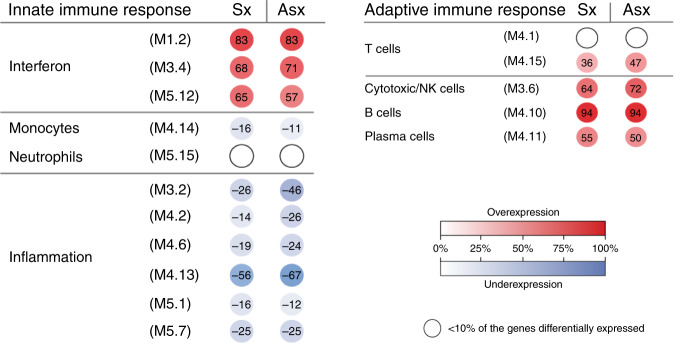
Modular expression in symptomatic and asymptomatic cCMV infection. Modules (M) are groups of genes that are co-expressed and shared a similar biological function. Sixteen selected modules pertaining to innate and adaptive immune responses are represented above and included three related to interferon, one to monocytes, one to neutrophils, six to inflammation, two T cell related, one related to cytotoxic/NK cells, one plasma cell, and one B-cell related. The intensity of the modules (dots) indicate the proportion of overexpressed (in red) or underexpressed (in blue) transcripts within each module. Numeric values indicate the percentage of transcripts expressed in each specific module compared with healthy controls. Blank dots indicate that <10% of the genes in the module were differentially expressed compared with controls. The panel on the left includes innate immunity-related modules, and the panel in the right is comprised of adaptive immunity modules. *Sx* symptomatic, *Asx* asymptomatic.

Modular maps for infants with both symptomatic and asymptomatic cCMV infection showed overexpression of modules related to interferon, T cells, B cells, plasma cells, and cytotoxic/NK cells (Fig. 3, Supplementary Table 6), with no significant differences between the two groups (*p* > 0.05; Fisher’s exact test and Bonferroni multiple test corrections). In addition, modules related to monocytes and inflammation, were both underexpressed in symptomatic and asymptomatic cCMV infection, also with no significant differences between groups. These findings were further validated between the training and the test sets of the symptomatic (Supplementary Fig. 5) and asymptomatic cohorts, respectively, (Supplementary Fig. 6). 

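In each clinical group 18 of 25 B cell genes and 8 of 18 plasma cell genes rose, while the T cell list did not pass its test. With an estimated correlation neither the B cell nor the plasma cell list passed (adjusted p = 0.599 in symptomatic and 0.774 in asymptomatic infection for each list). MS4A1, which encodes the B cell surface protein CD20, rose by a log2 fold change of 1.48 in symptomatic infection (SE 0.21, adjusted p = 3.36e-09 from limma, n = 92 and 10) and by 1.44 in asymptomatic infection (SE 0.21, adjusted p = 1.86e-08, n = 56 and 10). Of 25 B cell genes 18 rose, 0 fell and 7 did not pass in each group, and 19 and 20 rose when adjusted over the list alone. BANK1, a scaffold of B cell receptor signaling, rose by 1.27 and 1.36, TNFRSF13B, a receptor for B cell survival factors, by 1.24 and 1.32, and EBF1, a transcription factor of B cells, by 1.13 and 1.12. CD40, through which T cells activate B cells, rose by 0.95 and 1.02.
The B cell median was 0.72 in symptomatic (camera adjusted p = 4.93e-06, and adjusted p = 0.599 with an estimated correlation) and 0.79 in asymptomatic infection (camera adjusted p = 6.7e-06, and adjusted p = 0.774 with an estimated correlation). With slide as a block, which rests on the controls on shared slides, the B cell medians were 1.31 and 1.27. They were higher on 5 of 5 slides in both groups, by 0.86 to 1.52 and by 0.89 to 1.65. Against the controls on shared slides 20 and 21 B cell genes rose, with medians of 1.29 (adjusted p = 0.0412 with an estimated correlation) and 1.32 (adjusted p = 0.051 with an estimated correlation). Against the other controls the medians were 0.09 and 0.15, so the size of the rise depends on the controls used.
Of 18 plasma cell genes 8 rose, 0 fell and 10 did not pass in each group, and 9 and 8 rose when adjusted over the list alone. IGLL1, an immunoglobulin light chain-like gene rather than a marker of plasma cells, rose by 1.64 in symptomatic infection. PRDM1, the regulator of plasma cell differentiation, rose by 1.35 and 1.19 and TNFRSF17, a survival receptor of plasma cells, by 1.07 and 1.11. The plasma cell medians were 0.62 (camera adjusted p = 0.00172, and adjusted p = 0.599 with an estimated correlation) and 0.63 (camera adjusted p = 0.0013, and adjusted p = 0.774 with an estimated correlation). With slide as a block they were 0.68 and 0.57, and they were higher on 5 of 5 slides in both groups.
Of 24 T cell genes 1 rose, 1 fell and 22 did not pass in symptomatic infection, also when adjusted over the list alone. The gene that rose was SKAP1, an adaptor of the T cell receptor (1.05, and -0.08 against the controls on shared slides), and the gene that fell was ICOS, a costimulatory receptor (-0.62, and -0.55 against those controls). In asymptomatic infection 3 rose, 0 fell and 21 did not pass, and 3 rose when adjusted over the list alone. These were SKAP1 (1.08), CD27, a costimulatory receptor (0.71), and SH2D1A, an adaptor of lymphocyte signaling (0.66), with values of -0.05, -0.20 and 0.15 against the controls on shared slides. The T cell medians were -0.11 (camera adjusted p = 0.301) and -0.04 (camera adjusted p = 0.852), and the asymptomatic mean was 0.09. The T cell median with slide as a block was -0.19 in symptomatic infection (camera adjusted p = 0.0287) and -0.08 in asymptomatic infection. An estimated correlation, not run with slide as a block, gave the symptomatic list an adjusted p of 0.873 against all controls and 0.531 against the controls on shared slides. The median was lower on 5 of 5 slides in symptomatic and on 3 of 5 in asymptomatic infection. Its sign changed under some scalings.
Between the groups no list's share of genes that rose or fell passed Fisher's exact test after adjustment over the 22 lists. The lowest p was 0.0328 (adjusted p = 0.722), for the interferon-stimulated genes that rose, and for falls it was 0.235, for erythroid genes. Fisher's test takes the genes as independent and the calls of the 2 groups as unrelated, though both rest on the same genes and the same 10 controls. It therefore cannot show that the groups are alike.

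**Figure D1:**
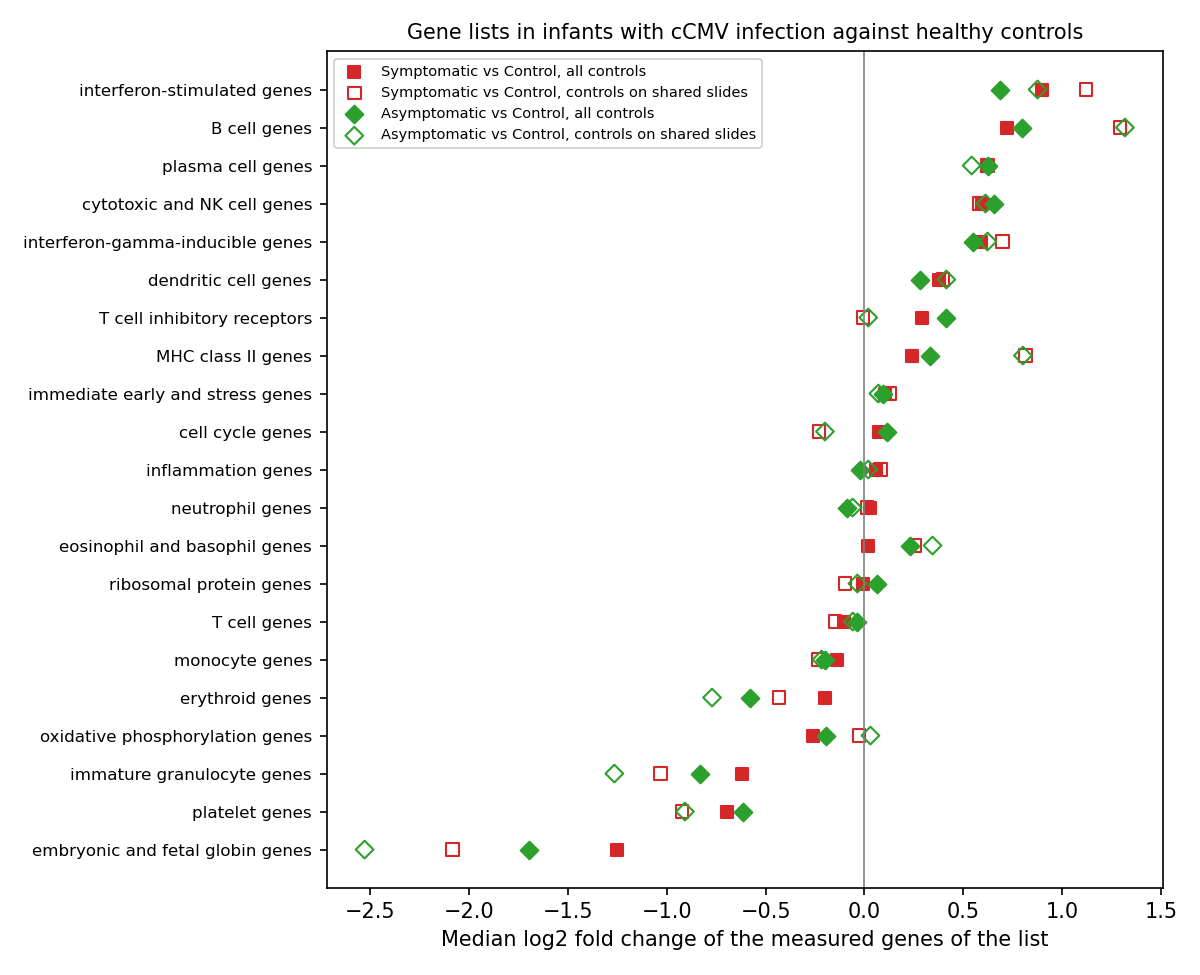
Median log2 fold change against healthy controls of the 21 gene lists fixed beforehand, 1 row per list. Red squares are symptomatic and green diamonds asymptomatic cCMV infection, filled against all 10 controls and open against the 5 controls on slides shared with infected samples. The B cell medians move from 0.72 and 0.79 to 1.29 and 1.32 between these controls.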

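Few genes of monocytes or of inflammation changed in either group. Of 22 monocyte genes 1 rose, 1 fell and 20 did not pass in each group. TNFSF13B, the B cell survival factor BAFF, rose by a log2 fold change of 0.98 in symptomatic infection (SE 0.24, adjusted p = 0.000413 from limma, n = 92 and 10) and by 0.76 in asymptomatic infection (SE 0.25, adjusted p = 0.00864, n = 56 and 10). AIF1, a calcium-binding protein of macrophages, fell by 0.59 in symptomatic infection (SE 0.12, adjusted p = 1.79e-05), and CD86, a costimulatory ligand, fell by 0.60 in asymptomatic infection (SE 0.12, adjusted p = 1.36e-05). When adjusted over the list alone 1 rose and 1 fell in symptomatic infection, and 0 rose and 1 fell in asymptomatic infection. Against the controls on shared slides 0 monocyte genes rose and 0 fell in either group.
The monocyte medians were -0.14 (camera adjusted p = 0.119) and -0.20 (camera adjusted p = 0.0554). Blocking on slide gave -0.23 (camera adjusted p = 0.0221) and -0.25 (camera adjusted p = 0.00681). With an estimated correlation, not run for that fit, the adjusted p in symptomatic and asymptomatic infection was 0.873 and 0.781 against all controls and 0.531 and 0.534 against the controls on shared slides. The medians were lower on 4 of 5 slides in both groups, from -0.62 to 0.12 in symptomatic infection. With median scaling they were 0.43 and 0.53, below the median of all transcripts.
Of 31 inflammation genes 4 rose, 0 fell and 27 did not pass in symptomatic infection, and 3 rose when adjusted over the list alone. AIM2, a sensor of foreign DNA, rose by 1.26 (SE 0.26), TNFAIP6 by 1.00 (SE 0.32), HIF1A, the regulator of the response to low oxygen, by 1.00 (SE 0.19) and IL18R1, a subunit of the interleukin-18 receptor, by 0.68 (SE 0.15). In asymptomatic infection 3 rose, 0 fell and 28 did not pass, and 3 rose when adjusted over the list alone, namely AIM2 (1.02), HIF1A (0.96) and IL18R1 (0.68). The inflammation medians were 0.06 (camera adjusted p = 0.849) and -0.03 (camera adjusted p = 0.829), and the asymptomatic mean was 0.12. They were 0.10 and 0.01 with slide as a block, and they were higher on 4 of 5 and on 3 of 5 slides. The asymptomatic sign held under 1 of 4 scalings, which is the reported scaling itself. AIM2 rose by 1.57 and 1.32 against the controls on shared slides, while HIF1A was at 0.06 and 0.02. Only 1 of the 31 inflammation genes rose against those controls in each group.
Of 23 neutrophil genes 2 rose and 21 did not pass in symptomatic infection, also when adjusted over the list alone. They were S100A12, a neutrophil alarmin (1.31, SE 0.34), and KCNJ15, a potassium channel (1.13, SE 0.27). In asymptomatic infection 1 fell, ALPL, alkaline phosphatase, by 1.09 (SE 0.35), and 0 fell when adjusted over the list alone. The neutrophil medians were 0.03 (camera adjusted p = 0.869) and -0.09 (camera adjusted p = 0.463). The same shared-slide controls put S100A12 at 0.00 and KCNJ15 at 0.40 in symptomatic infection, and ALPL at -0.52 in asymptomatic infection. From the gene profiles of Fig. 1 and the modular maps of Fig. 3 the paper concludes that infants with cCMV infection are highly similar whatever their clinical classification.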

As an additional validation step, we compared the modular maps of the discovery cohorts of infants with symptomatic and asymptomatic cCMV infection and again demonstrated significant correlations between both cohorts (Spearman *r* = 0.93, *p* < 0.0001; Supplementary Fig. 7). Thus, using two different analytical strategies, we identified and validated the symptomatic and asymptomatic cCMV transcriptional signatures at the gene level (Fig. 1), and at the modular level (Fig. 3) in independent sets of patients, and showed a high degree of similarity between infants with cCMV infection irrespective of their clinical classification.

### Molecular distance to health scores in cCMV infection

To investigate whether global transcriptional differences allowed discrimination between infants with symptomatic and asymptomatic cCMV infection, we calculated the molecular distance to health (MDTH) genomic score. This metric summarizes into a numeric value the global transcriptional perturbation of each individual patient sample compared with age-matched healthy controls^11,18–20^. To calculate the MDTH scores, 3756 transcripts identified in either the symptomatic or asymptomatic cCMV biosignatures were utilized (Supplementary Fig. 3). 

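The MDTH score adds up how far each sample lies from the controls over the 2441 transcripts of either comparison, which include the interferon-stimulated, B cell, cytotoxic and platelet genes. For each transcript it takes the distance from the control mean in control SDs and counts it beyond 2 SD. The median score was 504 (quartiles 385 to 594, n = 92) in symptomatic and 442 (quartiles 316 to 578, n = 56) in asymptomatic cCMV infection, against 42.8 (quartiles 10.7 to 121, n = 10) in controls. The highest control scored 723. The median was higher by 461 in symptomatic infection (two-sided permutation test, 100000 resamples, p = 2e-05) and by 399 in asymptomatic infection (p = 1e-05, the smallest these permutations can give).
The controls set both the transcripts and the reference of the score, which lowers their own scores. With each control scored against the other controls their median was 150, and the highest of 3788 lay above the highest infected score of 1218. The differences were then 353 (p = 2e-05) and 292 (p = 0.00091). The transcripts were still those chosen for differing from these same controls, so higher infected scores are partly built in.
When slide was a fixed block in choosing the transcripts, the medians were 176, 151 and 16.1. Without Control replicates 7 and 8, chosen after seeing the data, they were 474, 439 and 6.6.

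**Figure D2:**
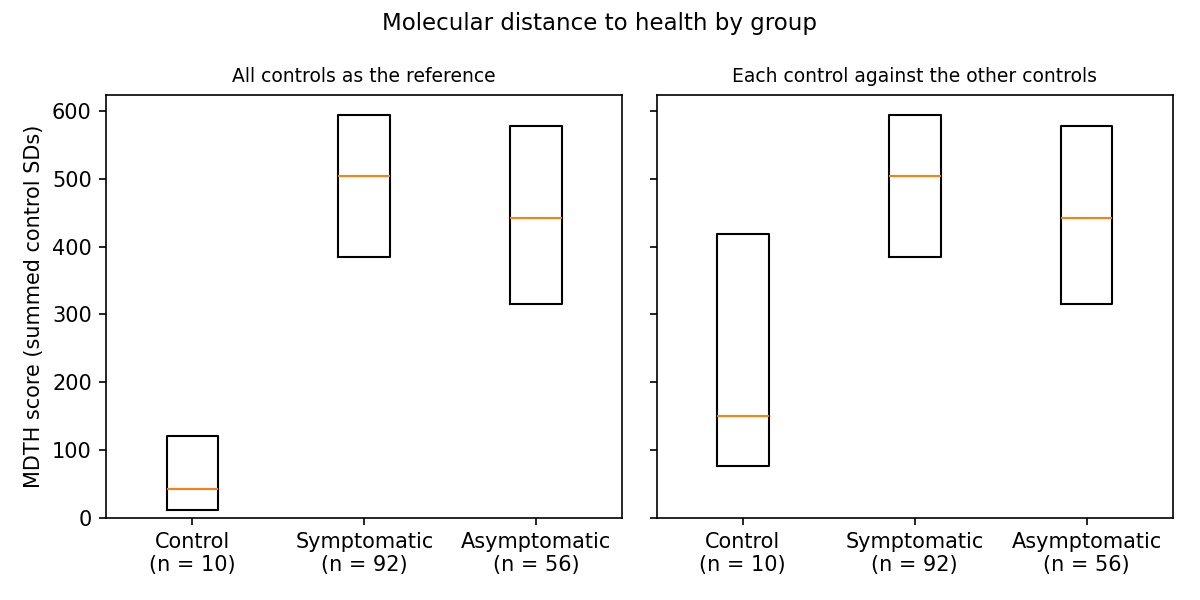
MDTH scores in controls (n = 10), symptomatic (n = 92) and asymptomatic (n = 56) cCMV infection, as boxes from the lower to the upper quartile with a line at the median. On the left the controls are scored against all 10 controls (median 42.8) and on the right each control against the other controls (median 150).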

Overall, MDTH scores were significantly higher in infants with cCMV infection compared with healthy controls irrespective of their clinical classification. However, no significant differences in MDTH scores were observed between symptomatic or asymptomatic cCMV-infected infants (Fig. 4).

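Over the same transcripts, interferon-stimulated and B cell genes among them, MDTH scores overlapped between the clinical groups. The median of the 92 symptomatic samples was 61.4 higher than that of the 56 asymptomatic samples (two-sided permutation test, 100000 resamples, p = 0.121). It passed a p of 0.05 with the slide as a fixed block (24.5, p = 0.0354), with an offset of 50 (38.0, p = 0.043), with transcripts detected in more than 50% of samples (68.8, p = 0.0489) and without Control replicate 4 (68.7, p = 0.0271). It also passed for transcripts at least 2-fold from the median in more than 10% of samples (37.2, p = 0.00377), and for the share of transcripts beyond 2 control SD (0.96 percentage points, p = 0.0494). The asymptomatic median was the higher under 4 settings. The difference was -666 (p = 0.0687) with median scaling, -66.4 (p = 0.577) with the controls on shared slides and -5.8 (p = 0.934) on the shared slides alone with slide as a block. It was -168 (p = 0.478) with the authors' processed values against the controls on shared slides, a setting chosen after seeing the data.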

**Fig. 4:**
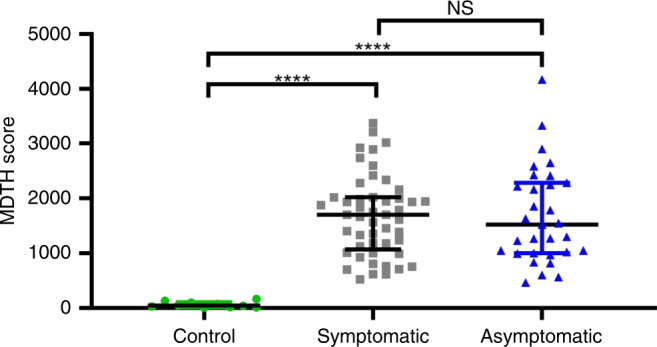
MDTH scores are similar in symptomatic or asymptomatic cCMV infection. Transcripts that were differentially expressed in either symptomatic or asymptomatic cCMV infection (3756 transcripts) were used to calculate the molecular distance to health (MDTH) scores for healthy controls (*n* = 10), symptomatic (*n* = 49), and asymptomatic (*n* = 31) cCMV infection. Data are represented as individual MDTH scores per patient (green circles: healthy controls; gray squares: symptomatic cCMV infection; blue triangles: asymptomatic cCMV infection) along with medians and 25–75% interquartile ranges. Groups comparisons were performed using Kruskal–Wallis with Dunn’s test for multiple comparisons; **** two tailed *p* < 0.0001; *NS* non-significant.

### Longitudinal transcriptional analysis of cCMV infection

Twenty-three infants included in the symptomatic cCMV cohort and 15 in the asymptomatic cCMV cohort had at least one sample obtained at follow-up visits at one, two, or three years of age. To be able to map changes in initial gene expression over time, the symptomatic (2592 transcripts; Fig. 5a) and asymptomatic (3324 transcripts; Fig. 5b) cCMV biosignatures were applied to the longitudinal samples within each cohort that showed that the initial changes in overexpression of transcripts persisted up to 3 years of age.

**Fig. 5:**
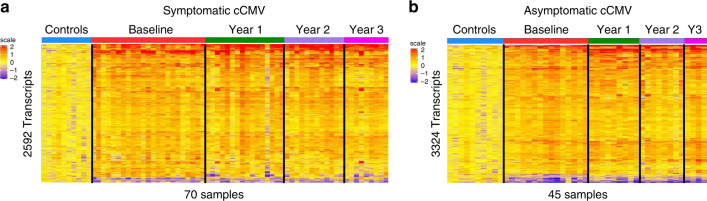
Longitudinal transcriptional analysis of infants with cCMV infection. **a** The symptomatic biosignature (2592 transcripts) was applied to symptomatic cCMV-infected infants with samples collected at initial testing (*n* = 23), 1 year (*n* = 16), 2 years (*n* = 12) and 3 years (*n* = 9) of follow-up. **b** The asymptomatic cCMV biosignature (3324 transcripts) was also applied to asymptomatic cCMV infants with samples collected at initial testing (*n* = 15), 1 year (*n* = 9), 2 years (*n* = 8), and 3 years (*n* = 4) of follow-up. Transcripts were organized in a heatmap format where each row represents a transcript and each column represents a patient sample. Red color indicates overexpression and blue color underexpression of a transcript compared with the median expression of healthy controls (yellow).

Modular analyses were also applied to the longitudinal samples and revealed that while initial inflammation transcripts were underexpressed in infants with symptomatic and asymptomatic cCMV infection, expression levels normalized in year one and were significantly overexpressed in infants with asymptomatic vs symptomatic cCMV infection (*p* < 0.009 Fisher’s exact test and Bonferroni multiple test corrections) at 2 years of age, and remained overexpressed in both clinical groups thereafter (Fig. 6). Modular neutrophil expression changed during the first year of age from neutral/mildly underexpressed to greatly underexpressed, and remained as such thereafter, whereas monocyte-related genes also became underexpressed but later returned to their initial baseline. Overexpression of interferon and T-cell genes were observed initially in both asymptomatic and symptomatic infants, though both declined with time. B-cell and plasma cell modular overexpression were identified during the first year of age and plateaued at subsequent follow-up visits. Thus, except for inflammation related genes, analyses of longitudinal samples revealed similar trends for modular gene expression over time irrespective of the initial clinical disease classification.

**Fig. 6:**
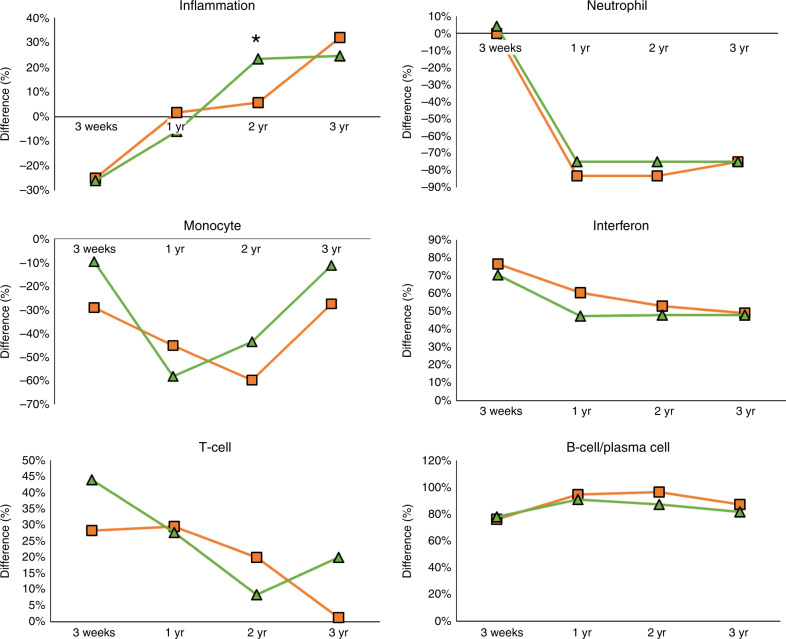
Longitudinal modular analyses of infants with cCMV infection. Mean percent difference* in modular expression of innate (inflammation, neutrophil, monocytes, interferon) and adaptive immunity (T cell and B cell/plasma cell) modules are plotted and compared over time (baseline, 1 year, 2 years, and 3 years of age) for infants with symptomatic (orange square) and asymptomatic (green diamond) congenital CMV infection. *The mean percent difference was calculated by the percentage of genes upregulated (positive percent) minus the percentage of downregulated genes (negative percent) within each module. When the biological functions were represented by more than one module (i.e., interferon, inflammation, T cells, see Fig. 3), modular mean was derived and the percentage difference calculated as explained above.

### Transcriptional profiles of late-onset SNHL in cCMV

Given the potential clinical impact of a biomarker associated with SNHL in cCMV infection, we sought to identify classifier genes at the time of diagnosis that were associated with the development of late-onset SNHL. Overall, 24 cCMV infants passed the newborn hearing screening (11 asymptomatic and 13 symptomatic) and went onto developing SNHL at any time point during the 3-year follow-up period. The initial transcriptional profiles (samples obtained at enrollment) from these 24 infants were compared with those from 28 cCMV-infected children (12 asymptomatic and 16 symptomatic) that did not develop SNHL during the follow-up period and had at least 900 days of follow-up. Of the 11 infants with asymptomatic cCMV that developed SNHL, 7 were bilateral, 4 were unilateral, and were of mild (*n* = 7) or moderate (*n* = 3) degree. The severity in one patient was not reported. Of the 13 infants with symptomatic cCMV, SNHL was bilateral in 8 children and unilateral in 5, and were of mild (11) or severe (2) degree. The demographic characteristics of these infants are shown in Supplementary Table 7.

Random Forest-Recursive Feature Elimination (RF-RFE) analyses applied to samples obtained at the time of cCMV diagnosis in these 52 cCMV infants (24 who developed late-onset SNHL and 28 who did not), identified 16 classifier genes (Supplementary Table 8) that were associated with late-onset SNHL with 92% accuracy, and an area under the curve of 0.97 (Supplementary Fig. 8). Median expression values for those genes in both groups of infants with or without late-onset SNHL are displayed in Fig. 7a. Of the 16 genes, *CD40*, *RAB9B,* and *MATR3* have been associated with innate immune related processes, whereas *ARHGEF9* and *MPDU1* have been associated previously with intellectual disability^21,22^. Validation of this 16-gene signature by PCA showed separation at baseline in infants with cCMV according to the development of late-onset SNHL (Fig. 7b).

**Fig. 7:**
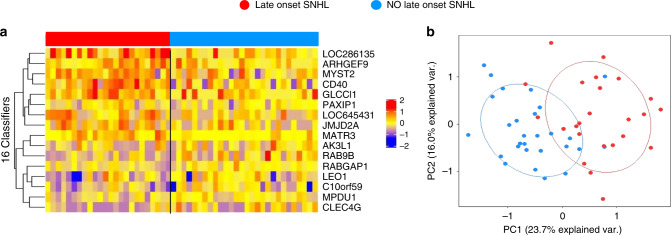
Classifier genes for late-onset SNHL in infants with cCMV infection. Twenty-four infants with cCMV infection (11 asymptomatic and 13 symptomatic) developed SNHL during follow-up compared with 28 cCMV infants (12 asymptomatic and 16 symptomatic) that did not develop SNHL and had at least 900 days of follow-up. **a** Random Forest-Recursive Feature Elimination (RF-RFE) algorithm, identified a 16-gene signature that classified cCMV-infected infants who developed SNHL with 92% accuracy with samples obtained at baseline. The 16-gene list signature is displayed in a heat map format where each column represents the profile of an infant and each row one of the 16 transcripts. Red indicates overexpression and blue transcript underexpression. **b** The 16 classifier gene set was validated by principal component analyses (PCA) that showed two clusters of cCMV infants according to the development of late-onset SNHL.

## Discussion

In this study, infants with symptomatic and asymptomatic cCMV infection exhibited distinct blood biosignatures compared with healthy controls. However, these biosignatures were unexpectedly similar and did not discriminate between infants with clinically apparent disease and those who were clinically normal. Importantly, and although validation in additional cohorts is needed, we identified a 16-gene signature at cCMV diagnosis that was associated with the development of late-onset SNHL, suggesting its potential value as a biomarker.

CMV has the ability to infect multiple organs in utero, resulting in a wide spectrum of disease manifestations at birth that range from clinically inapparent infection to central nervous system disease with severe global neurodevelopmental delay and SNHL. Despite the wide range of clinical manifestations, the determinants that drive the observed symptomatology (or lack thereof) are largely unknown. Likewise, there are no factors, including blood CMV loads, that have shown to reliably predict the development of late-onset SNHL in both symptomatic and asymptomatic infants^9,23–27^. Furthermore, although infants with symptomatic disease demonstrate higher rates of SNHL than those that are asymptomatic, the subsets within both symptomatic and asymptomatic infants who are at highest risk of developing SNHL are not well defined^28^. Our first goal was to determine whether transcriptional profiles in infants with cCMV infection could distinguish those with symptomatic and asymptomatic disease. Despite applying a number of analytical strategies, we were unable to differentiate infants with symptomatic or asymptomatic cCMV infection at the gene and modular level or by applying the genomic molecular distance to health score. This was an unexpected observation and suggests that the host transcriptional immune response is similar in infants with cCMV infection irrespective of their clinical presentation and supports the premise that congenital CMV infection is a spectrum of clinical disease presentation as opposed to discrete entities. The tremendous overlap between conditions emphasize the complex nature of this chronic infection. Although the asymptomatic infant with cCMV infection may not have overt clinical findings of disease, the patient’s immune response suggests otherwise and perhaps the definition of the asymptomatic infant may need to be revised.

CMV infection is mostly controlled by CD4+ and CD8+ T-cell responses, and impaired T-cell immunity in infants with cCMV infection has been reported^29–32^. Expansion of CMV-specific CD4+ and CD8+ T cells have been described in infants with cCMV infection; however, their ability to generate robust cytokine responses were impaired relative to the adult CMV immune response^33,34^. In agreement with those findings, we found that T-cell and B-cell-related transcripts were strongly overexpressed, in both symptomatic and asymptomatic infants with cCMV infection. Apart from T-cell responses, interferon responses are essential for the modulation and control of viral infections, and robust IFN-γ responses have been reported in cCMV-infected infants in utero^35^. In our cohort, we observed a comparable and strong overexpression of interferon-stimulated genes in both symptomatic and asymptomatic cCMV infants. Notably, increased expression of *IFI44L*, *IFTI1,* and *IFI44* were among the top overexpressed genes in both groups of infants irrespective of their clinical classification. Contrary to the immune profiles described in children with a number of acute infections, which showed overexpression of innate immunity genes and lack of activation or suppression of adaptive immunity^11–13^, infants with cCMV infection showed enhanced expression of adaptive immunity genes with relative suppression of inflammation and monocyte-related genes. As cCMV infection occurs in utero, this is not unexpected as adaptive immune responses have been detected in utero of congenitally infected infants^35^. Interestingly, when we applied the biosignatures of symptomatic and asymptomatic cCMV infection to longitudinal samples, the abnormal immune profiles identified during the first 3 weeks of life persisted for years after initial testing, likely reflecting a persistent viral infection that leads to a chronic stimulation of the immune system.

Despite numerous studies addressing the role of blood CMV PCR as potential indicator of SNHL^9,27,36^, no biomarkers have been able to reliably predict late-onset SNHL in either symptomatic or asymptomatic cCMV-infected infants. In a recent study, Rovito et al.^15^ analyzed blood transcriptional profiles that were derived from blood dried blood spots in 12 infants with cCMV infection and 6 healthy controls. Although, no significant differences in gene expression were identified between groups, likely related to the small sample size, *LAG3*, *IFIT1*, *OAS3,* or *GZMH*, were overexpressed in their study, and also among our patients with cCMV infection, further validating our findings^15^. By applying a Random Forest classification algorithm to infants with cCMV infection and normal hearing in the newborn period, we identified a group of 16 genes that were associated with the development of late-onset SNHL with 92% accuracy. Among these 16 genes, *CD40* has been found to be increased in patients with SNHL^37^, and *ARHGEF9* and *MPDU1* in patients with intellectual disability^21,22^. No overlap was noted between the 16-gene classifier set and those identified by Rovito et al.^15^, which may be explained by differences in characteristics among cohorts or methodologic differences. On the one hand, dry blood spots offer the advantage of leveraging samples routinely obtained in a standardized manner as part of the newborn screening however, mRNA degradation in samples collected prospectively for transcriptome analyses is less likely to occur, thus offering higher sensitivity. Although these data are encouraging, validation in larger cohorts of patients with adequate follow-up is necessary, as identification of an early signature could facilitate targeted therapies for infants with cCMV infection, while also identifying those who would benefit from additional therapeutic interventions (i.e., hearing aids, speech therapy).

Our study has limitations. First, patient samples were collected in the first 21 days of age. Although there were no differences between healthy controls and infants with cCMV infection in terms of basic demographic characteristics, it is difficult to exclude possible changes in gene expression that could be related to birth and transition to extra-uterine life. Nevertheless, the biosignature of cCMV was suggestive of a chronic infection that persisted over time. The same healthy controls were used throughout all analyses and thus, an independent healthy control cohort was not included with the validation sets. Similarly, for the longitudinal analyses, the same healthy young infant controls were used for the three follow-up time points. Although analyses of those time points did not include age-matched controls, our approach allowed for the initial transcriptional profiling (early infancy) to serve as a reference value over time, and suggests that the biosignature of cCMV is one of a chronic infection. Although not ideal, the challenge of enrolling healthy controls (particularly young infants) has led to similar limitations in prior studies with consistent results^12,13^. Quantitative blood CMV PCR was not performed routinely, and thus we are unable to compute correlations between CMV loads and transcriptional data. Similarly, because of limitations in blood samples volume, we did not validate the data at the protein level or performed functional assays to correlate transcriptional profiles and functional immune responses, and those studies should be conducted in the future. The limited number of samples at follow-up reduced the ability to perform more robust comparisons, most notably with limitations in the number of asymptomatic infants with cCMV who did and did not developed SNHL. In addition, the cohort of asymptomatic cCMV infants enrolled developed SNHL at higher rates than previously reported^4^, and thus it may reflect a biased population with greater disease severity, limiting generalizability. Despite these limitations, and the need for validation in independent cohorts, we were able to shed light into the pathogenesis of cCMV in infants and identify a set of biomarkers associated with late-onset SNHL.

In summary, despite differences in clinical, laboratory, and neuroimaging findings, asymptomatic, and symptomatic cCMV-infected infants demonstrated similar host transcriptional immune profiles. Thus, cCMV infection likely represents a broad continuum rather than discrete entities of symptomatic and asymptomatic disease. In addition, we identified a group of genes that were associated with subsequent development of late-onset SNHL in infants with cCMV infection. Confirmatory analyses are needed to validate the value of this (or similar) signature as a potential biomarker of late-onset hearing loss.

## Methods

### Study design

This was a prospective cohort study of infants with cCMV infection and healthy controls who were enrolled at Parkland Memorial Hospital and Children’s Medical Center, Dallas, TX and Nationwide Children’s Hospital, Columbus OH, from October 2006 to April 2013. cCMV infection was defined as a positive culture or PCR test of urine (88%) and/or a positive PCR from saliva (12%) samples obtained in the first 21 days of age. Positive saliva samples were all confirmed by CMV urine culture or PCR. The real-time PCR assay included probes and primers targeting a highly conserved region of the envelope glycoprotein B (AD-1 region) and a highly conserved immediate early 2 exon 5 region as described elsewhere^38,39^.

Children with cCMV infection were evaluated sequentially during the first three years of age for the development of SHNL. A blood sample for transcriptional profile analyses and for complete blood cell count (CBC) with differential, along with clinical information, were obtained at enrollment, and at 1, 2, and 3 years of age. In parallel, we enrolled a cohort of healthy age-, gender-, and race-matched controls at well-child visits or prior to undergoing minor elective surgical procedures. Healthy controls were excluded from the study if they had an acute illness, exposure to antibiotics or steroids within 2-weeks of enrollment, or any underlying comorbidity. The study was approved by the IRBs of the University of Texas Southwestern Medical Center, Dallas, TX and Nationwide Children’s Hospital in Columbus, OH, USA and written informed consent obtained from parents/legal guardians before study enrollment.

Infants with symptomatic cCMV infection were identified by targeted CMV screening if they had clinical or laboratory signs consistent with CMV infection, referred on the newborn hearing screen, or had additional risk factors including: small for gestational age, defined as birth weight <10%, intrauterine growth restriction defined as a ponderal index <10%, born to mothers infected with HIV, or infants of <34 weeks’ postmenstrual age due to the inability of performing hearing screening at an earlier gestational age)^40^. Infants with asymptomatic cCMV infection were identified through the CMV & Hearing Multicenter Screening (CHIMES) study, and blood for transcriptome analyses obtained under a separate IRB-approved study protocol (see above)^38^. Symptomatic and asymptomatic infants with cCMV infection underwent a complete evaluation that included physical examination, laboratory, audiologic, ophthalmologic, and radiologic studies^41^. Specifically, results of CBC and platelets, serum alanine aminotransferase and bilirubin (total/direct) concentrations, eye examination, cranial ultrasonography (or other neuroimaging studies), auditory brainstem evoked responses (BSER), and results from neurodevelopmentally appropriate behavioral auditory evaluations were recorded.

### Study definitions

Symptomatic cCMV infection was defined by any abnormality identified on (a) physical examination (hepatomegaly, splenomegaly, skin rashes (petechial, blueberry muffin, or purpura), and microcephaly defined as a head circumference <10% for gestational age); (b) laboratory testing including anemia (hematocrit < 35%), thrombocytopenia (platelet count of <150,000 mm^3^), direct hyperbilirubinemia (>2 mg/dL) or increase transaminases (ALT ≥ 40 U/mL for term newborns born at ≥37 weeks’ gestation, and ALT > 45 U/mL if <37 week’s gestation); (c) neuroimaging (lenticulostriate vasculopathy, periventricular calcifications, cortical dysplasia); (d) ophthalmologic examination, or (e) hearing evaluation at birth. Infants who did not have any of these findings were classified as asymptomatic^41^. Late-onset SNHL was defined as the presence of a normal newborn hearing evaluation followed by an abnormal hearing evaluation (BSER) at any of the follow-up evaluations. Auditory BSER and behavioral audiologic thresholds of 0–20 dB were considered normal hearing, whereas thresholds of 21–30, 31–60, and 61–90 dB constituted mild, moderate, and severe hearing loss, respectively. Findings of mild hearing loss or greater were considered abnormal.

### CMV real-time PCR

Detection of CMV DNA was performed using the ABI 7500 real-time PCR System (Applied Biosystems Inc, Foster City, CA) and ABsolute QPCR Low ROX Mix (ABgene USA, Rockford, IL), and concentrations of primers and probes in the reaction mixture were 900 and 250 nm, respectively as described. The amplification conditions have been described elsewhere^38,39^. In brief, samples that underwent PCR testing were run in duplicates using 25 μL of the reaction mixture (20 μL of master mix and 5 μL of sample). Standard curves were generated in each plate using plasmid standards incorporating the target sequences in 10-fold dilutions, ranging from 100,000 and 10 genomic equivalents per reaction. The real-time PCR assay used included two sets of probes and primers. The first primer assay targeted a highly conserved regions of the envelope glycoprotein B (AD-1 region)^39^. The forward primer was 5′-AGGTCTTCAAGGAACTCAGCAAGA, and the reverse primer was 5′-CGGCAATCGGTTTGTTGTAAA. The internal probe 5′-ACCCCGTCAGCCATTCTCTCGGC was labeled at the 5′-end with fluorescent dye 6-carboxyfluorescein (i.e., FAM), as the reporter dye, and the 3′-end was labeled with quencher dye 6-carboxytetramethylrhodamine (i.e., TAMRA). The two-primer assay targeted a highly conserved immediate early 2 exon 5 region (forward primer, GAGCCCGACTTTACCATCCA; reverse primer, CAGCCGGCGGTATCGA; and probe VIC-ACCGCAACAAGATT-MGBNFQ^38^. The detection limit of the PCR assay as determined by sensitivity titration was 250 to 50 genomic equivalents per mL depending on the single or two-primer assay used respectively^38,39^.

### Sample collection and processing

Blood samples (200 µL^−1^ mL) were collected in Tempus tubes adapted for small blood volumes (Applied Biosystems, CA, USA) at the time of diagnosis and follow-up visits, and stored at −20 °C within 12 h of collection until further processing in batches^12^. Whole-blood RNA was processed and hybridized into Illumina Human HT12 V4 beadchips (47,323 probes) and scanned on the Illumina Beadstation 500^11^.

### Microarray data and statistical analysis

For purpose of analyses, a stepwise approach was followed. The biosignatures of infants with symptomatic and asymptomatic cCMV infection were first derived and then validated separately. As second step we assessed the longitudinal evolution of the biosignatures over the 3 years of life. Finally, we identified the transcriptional profiles associated with development of late-onset SNHL. JMP genomics (version 8.1) and R software (version 3.6.0) packages were used for analyses purposes^13^. In brief, transcripts were first selected if they were present in >10% of all samples and had a minimum of twofold expression change compared with the median expression across all samples (quality control-QC gene list). The following strategy was then applied^11–13^: (a) supervised analysis (comparative analyses between predefined groups) was performed using linear models (LIMMA package 3.42 in R) adjusted for age, followed by Benjamini–Hochberg multiple test correction (false discovery rate 1%) and a >1.5 fold change filter in expression level relative to the healthy control group; (b) unsupervised clustering by PCA was used for validation purposes; (c) functional gene analyses were performed using modular analysis. In brief, modular analysis is a systems scale strategy that aims to reduce the abundance of transcriptional data into functional pathways. This approach uses clusters of co-expressed genes (or modules) to generate disease-specific transcriptional fingerprints, providing a stable framework for the visualization and functional interpretation of gene expression data^10,16,17^. Modular maps were generated using a stepwise approach and visualized in a grid format, where the first round of modules (M1) is represented by the sub-network with the most genes that are co-clustered in all input data sets. In the next rounds of selection, the level of stringency to identify the core networks is relaxed, so modules are formed by genes that co-cluster in all but one of the data sets (M2), two of all the datasets (M3) and so on. For visualization purposes, the significant abundance of transcripts relative to a baseline (or healthy controls) are represented by a colored dot. When the proportion of overexpressed transcripts in a given module is increased, the module is represented by a red dot, whereas an increased proportion of underexpressed transcripts is represented by a blue dot, with the intensity of the color, indicating the proportion of transcripts expressed in any given module^10,15–17,41^; (d) MDTH, a tool that converts the global transcriptional perturbation of each individual patient sample into an objective score in relation to the healthy control baseline^11,18–20^, was calculated and compared between symptomatic and asymptomatic infants with cCMV infection and healthy controls.

To evaluate whether gene expression profiles identified in the neonatal period evolved over time, the biosignatures derived for infants with symptomatic and asymptomatic cCMV infection at baseline were applied to the longitudinal patient samples obtained on year 1, 2, and 3. Last, a RF-RFE algorithm was applied to gene expression data and clinical variables, including presence of microcephaly and abnormal neuroimaging findings at CMV diagnosis, to identify classifiers associated with the development of SNHL^42^. The analysis was performed in R environment with “caret” package. Two clinical variables (microcephaly and neuroimaging) were included for feature selection which started with 3/4 of samples that were selected randomly as the training set and all the genes were used for feature selection with 10-fold internal cross validation. Next, the prediction model was applied to the rest 1/4 of samples for external validation to assess prediction accuracy. RF-RFE method was repeated 10 times and the best random forest prediction model with highest accuracy was selected.

Statistical analyses for clinical variables were performed using Graph Pad Prism V6 (San Diego, CA). In brief, non-parametric tests (either Mann–Whitney *U* or Kruskal–Wallis) were used to evaluate differences in continuous variables between groups, whereas differences in proportions were assessed using Fisher’s exact and chi-square test as appropriate. All tests were two-tailed with *p* value < 0.05 considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Microarray data that support the findings of this study have been deposited in the NCBI Gene Expression Omnibus with the primary accession number GSE108211 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108211]. All figures presented in this manuscript are generated from the raw data as provided in the Source Data file.

How the deposited data were processed for this re-analysis (not part of the article)

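Whole blood of infants with symptomatic or asymptomatic cCMV infection and of healthy controls was measured on Illumina HT-12 V4 beadchips, with 92, 56 and 10 arrays. The authors collected blood in Tempus tubes, hybridized the RNA and scanned the arrays on a Beadstation 500. Their processing notes name BeadStudio and GenomeStudio without a version. As deposited by the authors, the raw intensities are probe signals with the background subtracted and no normalization between arrays. A detection p-value for each probe on each array was deposited by the authors beside its signal, under a header that does not say how it was computed. The processed intensities deposited by the authors equal the raw intensities times 1 factor per array, which set all arrays of the larger table to a mean of 178.25 and those of the smaller table to 210.4. The ratio varied within an array by at most a coefficient of variation of 1.1e-07. The larger table holds 47323 probes of 156 arrays and the smaller 47231 probes of 2 arrays, both controls. All signal columns were matched to samples by slide and position in their titles, except for 12 arrays whose titles name the slide alone, each matched as the only title left for the slide.

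Samples were grouped by the clinical group in the labels. Visit, infant, age, training or test set and hearing outcome are not given in the labels, so claims that rest on them were not analysed here, and no age adjustment was made. The genes of the paper's modules are not given in the sources used here, and 21 lists of marker genes were used in their place, together with 1 list of the genes that the paper names. The sources used here do not name the normalization of the authors' signatures.

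The 47231 probes shared by both tables were used. Of these, 30113 carry 1 gene symbol, 8 several and 17110 none, and 0 symbols needed an update. In all, 144 probes of Y-linked genes and XIST were left out. Background was corrected from the detection p-values with limma, an offset of 16 was added and the arrays were quantile normalized. The detection filter (p under 0.01 in more than 10% of samples) kept 19435 probes, and the filter on a 2-fold distance from the median kept 14677, of which 11271 carry a symbol, for 8956 genes. Groups were compared with a linear model and empirical Bayes moderation with an intensity trend. A transcript passed at a Benjamini-Hochberg adjusted p under 0.01 and 1.5-fold. Camera, and fry as an alternative, tested the lists at an adjusted p under 0.05. Fisher's exact test compared the groups by list. MDTH scores counted distances beyond 2 control SD and were compared with 100000 permutations, and nearest neighbors with 1000. Shared controls were weighed with 50 simulations of unchanged groups and with 20 draws of different controls for each group.

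Named are the 10 largest rises and falls of each comparison among transcripts past the threshold with 1 symbol, every gene that the paper names, and up to 4 members of each list with the largest change past the threshold, each by the probe with the highest mean. On arrays the depth is the signal over background. The probes detected per array had a median of 15762.5 (range 13542 to 17525) in symptomatic infection, 16019.5 (range 14187 to 17544) in asymptomatic infection and 14406 (range 8374 to 16202) in controls. No 2 arrays had identical values, and the highest correlation between arrays was 0.9851 (median 0.9524).

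The method was tested on simulated data with 14677 transcripts and 50 changed at each size. It recovered 40% of 1.5-fold, 90% of 2-fold and 100% of 4-fold and 8-fold changes, with 1 false call and 0 calls in an unchanged comparison. The simulated transcripts were independent and had the same spread in all groups. These rates therefore need not hold for the real controls, which spread more in some transcripts. In all, 35 alternatives were set in advance and 5 were added after the data were seen. They cover the normalization, the offset (50), the filters, slide as a fixed or random block, the controls used, the replicate number as a block, separate fits, array weights, robust moderation, the threshold, symbols in place of probes, each control left out in turn, and the transcripts, score and reference of the MDTH score. The random block for slide had a correlation of 0.05. Work was done in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.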

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

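The tests of the 2 dimmest control arrays on the overall rise, of slides and of other white cells on the B cell genes and of chance on the erythroid genes, and the random regroupings of the samples, were chosen only after the results were seen.

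In 10 of 68 values tested among the 10 controls, 1 control lay apart from the others, by a gap to its nearest neighbor of more than 0.466 of the whole range of the controls. Chance flags about 1 in 20 groups, which is 3.4 of the 68 values. The highest control stood apart in the mean of the interferon-stimulated genes (0.631 of the range), IFI44L (0.603), OTOF (0.89), IDO1 (0.491), H3C10 (0.499), FBN2 (0.527) and ORM1 (0.512). The lowest control stood apart in the mean of the erythroid genes (0.575), GP9 (0.836) and PVALB (0.491).

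Genes that the paper's text does not name were above the level of the controls in both groups. In symptomatic infection the log2 fold changes were 2.147 for EPSTI1, 2.094 for GBP5, 2.054 for JCHAIN, 1.915 for GBP1 and 1.883 for RSAD2. In asymptomatic infection they were 2.154 for JCHAIN, 2.042 for GBP5, 1.875 for EPSTI1, 1.844 for RPL23AP87, 1.815 for GBP1, 1.715 for S1PR5 and 1.652 for IGLL1. RPL23AP87 was at 0.191 there against the controls on shared slides (limma adjusted p = 0.64). RSAD2 did not pass in asymptomatic infection (1.34, limma adjusted p = 0.0106).

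Most of the transcripts past the threshold in symptomatic infection were higher than in controls. Without the 2 dimmest control arrays 17.6% of these transcripts were still at least 1.5-fold higher and their median log2 rise went from 0.80 to 0.28, so low signal on these arrays is a candidate explanation for the size of many of these rises. Of the 436 transcripts that passed without these arrays 325 were higher and 111 lower, so most were still higher. An added difference of the control slides that hold no infected sample cannot be told apart, since the controls on shared slides were higher in these transcripts by a median log2 of 0.224, and by 0.07 over all transcripts, with 5 controls against 3. Infection itself, and differences in age or visit that the labels do not give, stay open as untested explanations of what remains.

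B cell genes were higher in symptomatic infection than in controls, on 5 of 5 slides that hold both groups, with 1 control on each. Without the 2 dimmest control arrays their median log2 rise was 0.938, and on the shared slides with slide as a block it was 1.311, both of which argue against array signal or slides as the whole cause. On the same slides the B cell median lay 1.491 above the T cell median, which was -0.18. That argues against a lower share of white cells other than T and B cells as the whole cause, since alone it would raise both lists alike. It does not exclude such a share together with a fall of the T cell genes. A larger share of B cells, which is the same as a lower share of all other white cells together, or more transcript per B cell, may underlie the rise. That hypothesis was found on these data and was not tested itself. Against the 3 brighter controls on slides of their own the median was 0.32, and age and visit stay open as untested.

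Erythroid genes were higher in symptomatic than in asymptomatic infection, by a mean log2 of 0.40 per sample and above the asymptomatic median in 58 of 92 samples. The median difference was 0.336 with slide as a fixed block and at least 0.391 relative to all transcripts under the 2 other scalings, which argues against slides or array signal as the whole cause. The permutation p was 0.00612 for this list and 0.111 after adjustment over the 21 lists, so the difference fails the correction and chance stays open across the lists. The camera adjusted p was 2.93e-21, and 0.251 with an estimated correlation. Visit and age, which the labels do not give, stay open as untested.

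When the samples were regrouped at random, taken as independent, the real grouping was the only 1 of 100 with as many as the 2150 transcripts in symptomatic infection and the only 1 of 100 with as many as the 2176 in asymptomatic infection. The highest of the others gave 46 and 29, so no other regrouping came near either count. Few random groups of 10 hold both of the 2 dimmest control arrays, without which the counts were 436 and 395. These regroupings therefore do not exclude chance. Nor do they exclude the spread of these 10 controls as the source of the counts. When 2 unchanged groups were simulated against these controls, they shared at least the 1885 transcripts shared here in 2 of 50 simulations, with a highest of 2570. For symptomatic against asymptomatic samples the real count was 0, so a count as large in 100 of 100, with a highest of 0 in the others, is fixed beforehand and says nothing about chance. Such regroupings do not separate infection from differences in slide or signal that go with the control group.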

How the results depend on the processing

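The fits without the 2 dimmest control arrays, without the 2 controls of the smaller table, without the 12 arrays whose title names no position, and with the authors' values against the controls on shared slides were chosen after the data were seen, as was the share of transcripts scored with each control against the others. The 10 controls and their signal over background set the limits. On simulated data with the same spread in all groups, 40% of 1.5-fold and 90% of 2-fold changes were recovered at these group sizes. Beyond the fewer samples or transcripts that a setting takes by its construction, the cause was not tested for any of the changes below.

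MDTH scores stayed higher than in controls under 35 of 35 alternatives in both groups (p from 1e-05, the smallest the permutations can give, to 0.0122 in symptomatic and 0.00989 in asymptomatic infection). With 5 controls as reference the control scores are 0 by construction, so those settings, among them the p of 0.00989, are no test of the difference. In the other settings the transcripts, the reference or both were set by these same controls. Between symptomatic and asymptomatic samples 0 transcripts passed under 33 of 34 alternatives, and 1 passed without the fold filter. The medians of the interferon-stimulated, cytotoxic and NK cell, B cell and plasma cell genes stayed above 0 in both groups and past the test under 31 of 33 alternatives each. The exceptions were camera with an estimated correlation and the controls on slides of their own. Apart from fry, the settings that passed all used camera at the preset correlation of 0.01. The correlations estimated for these lists were 0.684, 0.41, 0.609 and 0.492, so those passes rest on p-values that are too small. They are not separate checks of the rises. In symptomatic infection these medians ranged from 0.65 to 1.51 for interferon-stimulated, 0.37 to 1.12 for cytotoxic and NK cell, 0.086 to 1.73 for B cell and 0.27 to 1.16 for plasma cell genes. In asymptomatic infection they ranged from 0.47 to 1.40, 0.36 to 1.22, 0.15 to 1.79 and 0.32 to 1.27. The inflammation medians passed under none of 33 alternatives in either group. Under fry the 4 lists above passed in both groups, and gene symbols in place of probes gave 1574 and 1598 genes.

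The counts in symptomatic infection, in asymptomatic infection and shared by both were 2150, 2176 and 1885, with a Spearman correlation of the fold changes of 0.976. Without the fold filter 4845 and 4611 transcripts passed, and at a minimum of 2-fold 466 and 465, which follows from the threshold. The authors' processed values gave 3460, 3698 and 3109, quantile normalization without background correction 3741, 3784 and 3318, and an offset of 50 984, 1007 and 849. Median scaling of the arrays gave 7279, 9287 and 7168 with a correlation of 0.969. Transcripts at least 2-fold from the median in more than 10% of samples gave 253, 210 and 176 with a correlation of 0.964. Slide as a fixed block gave 451, 385 and 333 with a correlation of 0.959, the controls on shared slides 501, 467 and 387 with a correlation of 0.960, the controls on slides of their own 5231, 5127 and 4813 with a correlation of 0.990, and the shared slides alone with slide as a block 270, 220 and 145 with a correlation of 0.858. Array weights gave 557, 510 and 423 with a correlation of 0.954, leaving out the 2 dimmest control arrays 436, 395 and 313 with a correlation of 0.943, and the authors' values against the controls on shared slides 1004, 1363 and 932 with a correlation of 0.956. With no filter on probes the correlation was 0.963. Leaving out each control in turn gave 1061 to 2569 transcripts in symptomatic infection, 1077 to 2593 in asymptomatic infection and 863 to 2264 shared, with a correlation from 0.964 to 0.979. Counts fell beyond 1.5 times only without Control replicate 7 (1143, 1155 and 927) or Control replicate 8 (1061, 1077 and 863). With slide as a random block, separate fits, robust eBayes, detection filters or no filter, the counts lay within 1.5 times. Between 5 controls on shared slides and 5 on slides of their own the symptomatic count differed by 4730, and random divisions of the controls gave a difference as large in 6 of 100, with a highest of 5037. The controls on slides of their own include the 2 dimmest arrays.

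The running numbers in the labels do not pair the samples. Over 76 pairs of samples with the same number the deviations from the group means had a median correlation of 0 (from -0.373 to 0.503), and 23 pairs were above 0.1. With the number as a block, a replicate block, 2253 and 2092 transcripts passed, and the MDTH difference between symptomatic and asymptomatic samples was 77.8 (p = 0.0322).

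With an estimated correlation in camera, symptomatic and asymptomatic medians no longer passed for interferon-stimulated genes, 0.90 (adjusted p = 0.599) and 0.68 (adjusted p = 0.781), cytotoxic and NK cell genes, 0.59 (adjusted p = 0.599) and 0.66 (adjusted p = 0.774), B cell genes, 0.72 (adjusted p = 0.599) and 0.79 (adjusted p = 0.774), and plasma cell genes, 0.62 (adjusted p = 0.599) and 0.63 (adjusted p = 0.774). Against the controls on slides of their own, the same lists were at 0.65 (adjusted p = 0.173) and 0.47 (adjusted p = 0.319), 0.37 (adjusted p = 0.524) and 0.36 (adjusted p = 0.319), 0.086 (adjusted p = 0.831) and 0.15 (adjusted p = 0.725), and 0.27 (adjusted p = 0.524) and 0.32 (adjusted p = 0.319). Over their alternatives the adjusted p of these lists ran from 4.87e-35 to 0.831.

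The T cell median passed below 0 in symptomatic infection with slide as a block, -0.19 (adjusted p = 0.0287), with the controls on shared slides, -0.15 (adjusted p = 0.0324), on the shared slides alone, -0.18 (adjusted p = 0.0194), and with the authors' values against the controls on shared slides, -0.029 (adjusted p = 0.0296). With an estimated correlation the adjusted p against the controls on shared slides was 0.531. The T cell median kept its side of the test under 28 of 32 alternatives (adjusted p from 0.0194 to 0.991).

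The monocyte median did not pass with all controls in either group but passed below 0 under several settings (adjusted p from 0.000226 to 0.873 in symptomatic and from 3.25e-05 to 0.86 in asymptomatic infection). The symptomatic and asymptomatic values were -0.14 (adjusted p = 0.0279) and -0.21 (adjusted p = 0.0107) by quantile normalization without background correction, -0.23 (adjusted p = 0.0221) and -0.25 (adjusted p = 0.00681) with slide as a block, and -0.23 (adjusted p = 0.0334) and -0.22 (adjusted p = 0.0156) with the controls on shared slides, where an estimated correlation gave an adjusted p of 0.531 and 0.534. They were -0.31 (adjusted p = 0.000549) and -0.32 (adjusted p = 6.38e-05) with array weights, -0.27 (adjusted p = 0.000226) and -0.29 (adjusted p = 3.25e-05) without the 2 dimmest control arrays, and -0.16 (adjusted p = 0.00332) and -0.18 (adjusted p = 0.0011) with the authors' values against the controls on shared slides. On the shared slides alone the symptomatic value was -0.32 (adjusted p = 0.00205). The asymptomatic value of -0.20 passed also with transcripts detected in more than 50% of samples (adjusted p = 0.0233), with the detection filter alone (adjusted p = 0.0351) and in separate fits (adjusted p = 0.0477). Leaving out each control in turn gave -0.26 to -0.065 in symptomatic and -0.29 to -0.097 in asymptomatic infection, past the test without Control replicate 7 (-0.16 (adjusted p = 0.0268) and -0.20 (adjusted p = 0.00764)) and Control replicate 8 (-0.22 (adjusted p = 0.0106) and -0.24 (adjusted p = 0.00276)), and in asymptomatic infection without Control replicate 3, -0.24 (adjusted p = 0.0482), or 6, -0.29 (adjusted p = 0.0246).

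The MDTH difference between symptomatic and asymptomatic samples kept its side of the test under 27 of 35 alternatives (p from 0.00377 to 0.934), with values from -666.2 to 250.9. It was below 0, with a higher asymptomatic median, by median scaling, -666.2 (p = 0.0687), with the controls on shared slides, -66.4 (p = 0.577), on the shared slides alone, -5.8 (p = 0.934), and with the authors' values against the controls on shared slides, -167.5 (p = 0.478). It passed a p of 0.05 at an offset of 50, 38.0 (p = 0.043), with transcripts 2-fold from the median in more than 10% of samples, 37.2 (p = 0.00377), with slide as a block, 24.5 (p = 0.0354), and with transcripts detected in more than 50% of samples, 68.8 (p = 0.0489). The share of transcripts beyond 2 control SD differed by 0.96 (p = 0.0494). Scoring each control against the others changes only the scores of the controls. The alternatives that do so, which are counted among the 35, repeat the difference between the clinical groups by construction and are no further test of it. Leaving out each control in turn gave 15.9 to 68.7, past 0.05 without Control replicate 4, 68.7 (p = 0.0271). The first component of the symptomatic signature differed by 1.95 (p = 0.00165) with transcripts 2-fold from the median in more than 10% of samples and turned to -9.27 (p = 0.0223) with median scaling, where that of the asymptomatic signature was -11.44 (p = 0.0123). The nearest neighbor was of the same clinical group for 53.4% to 62.2% of samples on the symptomatic and 54.7% to 60.8% on the asymptomatic signature when each control was left out in turn, past 0.05 without Control replicate 8 (62.2%, p = 0.021) and at it without Control replicate 7 (60.8%, p = 0.05).

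Several log2 values turned from one direction to the other. Each scaling was fitted with its own filter on transcripts. By median scaling the lists turned to monocyte genes 0.43, erythroid genes 0.37 and oxidative phosphorylation genes 0.57 in symptomatic infection and to monocyte genes 0.53, neutrophil genes 0.68, erythroid genes 0.10, platelet genes 0.091 and oxidative phosphorylation genes 0.67 in asymptomatic infection, while the median of all transcripts moved to 0.56 and 0.67. The inflammation genes turned to -0.018 between the clinical groups. Among the genes, CCZ1 0.60, ICOS 0.13 and AIF1 0.13 turned in symptomatic and MARCHF2 0.12, CCZ1 0.74 and CD86 0.28 in asymptomatic infection. With the authors' processed values oxidative phosphorylation genes 0.024 (symptomatic) and ribosomal protein genes -0.17 (asymptomatic) turned, but over the transcripts of the reported fit they were -0.17 and 0.05 with those values and kept their sign. With no filter on probes ribosomal protein genes -0.0053 (asymptomatic) turned. The B cell genes turned to 0.0033 between the clinical groups with transcripts 2-fold from the median in more than 10% of samples.

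Slide as a fixed block turned cell cycle genes -0.26 and, among the genes, SKAP1 -0.061, CTLA4 -0.10, PCNA -0.11, HSPA1A -0.080, RPL23 -0.059, RPL7 -0.063, RPL14 -0.28, RPS28 -0.062, NDUFB9 -0.16 and UQCRC2 -0.15 in symptomatic infection. In asymptomatic infection it turned cell cycle genes -0.23 and SKAP1 -0.036, CTLA4 -0.086, PCNA -0.080, HSPA1A -0.14, RPL14 -0.18, NDUFB9 -0.082, UQCRC2 -0.057 and CD27 -0.23. The controls on shared slides turned cell cycle genes -0.23 and SKAP1 -0.083, CTLA4 -0.12, PCNA -0.092, HSPA1A -0.040, RPL23 -0.068, RPL7 -0.10, RPL14 -0.29, RPS28 -0.058, NDUFB9 -0.18 and UQCRC2 -0.18 in symptomatic infection, and cell cycle genes -0.20 and SKAP1 -0.049, CTLA4 -0.081, PCNA -0.066, HSPA1A -0.13, RPL23 -0.015, RPL7 -0.0025, RPL14 -0.24, RPS28 -0.031, NDUFB9 -0.12, UQCRC2 -0.12 and CD27 -0.20 in asymptomatic infection. The shared slides alone turned cell cycle genes -0.27 and SKAP1 -0.11, CTLA4 -0.12, S100A12 -0.035, PCNA -0.14, HSPA1A -0.15, RPL23 -0.15, RPL7 -0.14, RPL14 -0.29, RPS28 -0.089, NDUFB9 -0.19, UQCRC2 -0.20 and SDHD -0.060 in symptomatic infection, and cell cycle genes -0.22 and CTLA4 -0.066, PCNA -0.043, HSPA1A -0.050, RPL14 -0.17, NDUFB9 -0.049, UQCRC2 -0.0025 and CD27 -0.21 in asymptomatic infection.

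Array weights turned RPL14 -0.11 and UQCRC2 -0.056 in symptomatic and HSPA1A -0.070, RPL14 -0.048 and CD27 -0.039 in asymptomatic infection. Without the 2 dimmest control arrays SKAP1 -0.043, RPL14 -0.0089 and SDHD -0.076 turned in symptomatic and SKAP1 -0.0086, CD27 -0.012 and SH2D1A -0.0020 in asymptomatic infection. The authors' values against the controls on shared slides turned cell cycle genes -0.13 and oxidative phosphorylation genes 0.062 and RPL23 -0.11, RPL7 -0.018, RPL14 -0.17, RPS28 -0.10 and NDUFB9 -0.0085 in symptomatic infection, and cell cycle genes -0.11 and ribosomal protein genes -0.10 and RPL23 -0.053, RPL14 -0.10, RPS28 -0.062 and CD27 -0.094 in asymptomatic infection. Of the other values of named genes, leaving out the settings chosen after the data were seen, 4043 stayed on their side of the threshold, 633 no longer passed and 85 newly passed. Of the other gene list values under those settings, 1257 stayed on their side of the test, 56 no longer passed and 75 newly passed. Where a value passed neither as reported nor under the alternative, its sign was not compared.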

Differences from the paper's values

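The fit of the authors' values against the controls on shared slides, the fit without the 2 controls of the smaller table and the fit without the 2 dimmest control arrays were chosen only after the values were seen. The groups here are wider than those of the paper, with 92 symptomatic and 56 asymptomatic samples against the 49 and 31 infants that are the paper's numbers at the first visit, and the paper derived its signatures from a training set within these. The samples here very likely include follow-up visits at older ages than the controls. The thresholds for a transcript, an adjusted p under 0.01 and a 1.5-fold change, are those of the paper, but its adjustment for age was not made. Below, a count, share or score is said to differ when it and the paper's are more than 1.5 times apart, so those said not to differ can still be up to 1.5 times apart.

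Of the transcripts past the threshold in symptomatic infection 15.3% were lower, against the paper's 5%. All 27 alternatives set before the data were examined differ from the paper's value too, from 0% lower with median scaling to 34.6% with array weights. The authors' values against the controls on shared slides, a setting chosen after seeing the values, came within the paper's share with 93.7% of transcripts higher, and it leaves 8 of the 15 genes that the paper calls in symptomatic infection uncalled, against 5 in the reported fit.

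In asymptomatic infection 2176 transcripts passed, against the paper's 3324. Of 30 alternatives set before the data were examined 20 also differ. The other 10 do not, namely the authors' processed values (3698), quantile normalization without background correction (3784), no fold filter (4611, without the paper's 1.5-fold threshold), and the fits without Control replicate 1 (2550), 2 (2593), 3 (2568), 4 (2433), 5 (2424), 6 (2399) or 9 (2446). The fit without the 2 controls of the smaller table gave 2464, a setting chosen after seeing the values that leaves 1 of the 8 genes the paper calls in asymptomatic infection uncalled, as does the reported fit.

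Transcripts in either signature numbered 2441, against the paper's 3756. Of 27 alternatives set before the data were examined 17 also differ. The other 10 do not, namely the authors' processed values (4049), quantile normalization without background correction (4207), the controls on slides of their own (5545), and the fits without Control replicate 1 (2821), 2 (2915), 3 (2860), 4 (2752), 5 (2724), 6 (2708) or 9 (2701). The fit without the 2 controls of the smaller table gave 2695, a setting chosen after seeing the values that leaves 5 of the 15 and 1 of the 8 genes the paper calls uncalled, as many as the reported fit.

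MDTH scores are sums over the transcripts of the signatures, which were fewer here, and the paper's text gives no formula. The totals need not be on the same scale, so a setting that does not differ is no sign of a match. The median MDTH score was 503.6 in symptomatic infection, where the paper's is about 1700 in Fig. 4, read by eye. Of 30 alternatives set before the data were examined 27 also differ, and those that do not are all filtered transcripts (1658.6), median scaling (2195.7) and the controls on shared slides (1577). In asymptomatic infection the median was 442.2, where the paper's is about 1500 in Fig. 4, read by eye. Of 30 such alternatives 27 also differ, and those that do not are all filtered transcripts (1407.7), the controls on shared slides (1643.4) and the shared slides alone with slide as a block (1054.3).

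The paper calls 15 genes in symptomatic and 8 in asymptomatic infection by name, of which 10 and 7 passed here in the same direction. It lists OTOF, KIR2DL1 and CCZ1 as overexpressed in the symptomatic signature alone, where the log2 fold changes were 1.10, 0.57 and -0.05 and none passed. KIR2DL1 and CCZ1 passed with median scaling and OTOF under no setting. It gives TREML1 as lower in symptomatic infection alone and CLECL1 as higher in asymptomatic infection alone, and each passed in both groups (TREML1 fell by 1.00 and 0.96, and CLECL1 rose by 0.97 and 1.01, in symptomatic and asymptomatic infection). MARCHF2 (-0.56) and CABP5 (-0.73) did not pass in symptomatic infection, where the paper counts them as lower. MARCHF2 passed without Control replicate 9 and CABP5 under no setting. IDO1, which the paper counts as higher in asymptomatic infection, was at 0.80 and did not pass. It passed by quantile normalization without background correction, by median scaling, with a replicate block, without Control replicate 1, and with the authors' values against the controls on shared slides, chosen after seeing the values, which calls 8 of the 8 asymptomatic genes.

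The paper places IFI44L, IFI44, IFIT1, OAS3, LAG3 and GZMH among the 10 largest rises in symptomatic infection, where OAS3 ranked 20 here and the other 5 ranked within 10. In asymptomatic infection IFI44L ranked 16 and IFIT1 ranked 27, while IFI44, LAG3 and GZMH ranked within 10. The paper finds its T cell modules overexpressed in both groups, while the T cell list was at -0.11 and -0.04 and did not pass, and the genes of the modules are not in the sources used here. It finds monocyte and inflammation modules underexpressed in both groups, while the monocyte list was at -0.14 and -0.20 and the inflammation list at 0.06 and -0.03 without passing. The monocyte list passed below 0 in both groups with slide as a block, with the controls on shared slides, by quantile normalization without background correction, with array weights, without Control replicate 7 or 8, and under 2 settings chosen after seeing the values, without the 2 dimmest control arrays and with the authors' values against the controls on shared slides. With an estimated correlation the list did not pass, with adjusted p of 0.531 and 0.534 against the controls on shared slides and 0.873 and 0.781 against all controls. The last 2 settings leave 7 and 8 of the 15 genes that the paper calls in symptomatic infection uncalled, against 5 in the reported fit. Where the paper reports every control clustering apart from infected infants, the smaller of 2 clusters held 2 of the 10 controls here.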

Other observations

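The permutation tests between the clinical groups over all lists were chosen only after results were seen. MHC class II genes, which present antigen to helper T cells, were led by their regulator CIITA. CIITA rose in symptomatic infection by 0.59 (SE 0.14, adjusted p = 0.000212), the only 1 of 5 genes of the list to rise there, and 0 of 5 rose in asymptomatic infection. The list medians of 0.24 and 0.33 did not pass (camera adjusted p = 0.555 and 0.586). Against the controls on shared slides CIITA (0.93 and 0.89), HLA-DOA (1.06 and 1.09) and HLA-DPA1 (0.71 and 0.80) rose in symptomatic and asymptomatic infection, with list medians of 0.81 and 0.80. The camera adjusted p was then 1.99e-05 and 4.03e-05, and 0.0653 and 0.0879 with an estimated correlation. With slide as a block the medians were 0.73 and 0.79, and they were higher on 4 of 5 slides in symptomatic and on 5 of 5 in asymptomatic infection.

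Some genes of the ribosome and of mitochondrial respiration rose against all controls, while their lists as a whole did not. Of 22 ribosomal protein genes 5 rose in symptomatic and 6 in asymptomatic infection and 0 fell, also when adjusted over the list alone. RPL7 rose by 1.45 and 1.54, RPL14 by 1.06 and 1.11, RPS28 by 0.89 and 0.92, and RPS23 by 0.87 and 1.00. The ribosomal medians were -0.01 (mean 0.21, camera adjusted p = 0.914) and 0.06 (mean 0.27, camera adjusted p = 0.586). Of 28 oxidative phosphorylation genes 5 rose and 0 fell in each group, also when adjusted over the list alone, among them NDUFB9 (1.03 and 1.08), COX7B (0.92 and 0.95), UQCRC2 (0.81 and 0.88) and SDHD (0.79 and 0.92). The medians of this list were -0.26 (mean -0.04, camera adjusted p = 0.0121, and adjusted p = 0.599 with an estimated correlation) and -0.20 (mean 0.02, camera adjusted p = 0.0947). Over the same transcripts its symptomatic value was -0.17 with the authors' processed values and 0.47 with median scaling, and with slide as a block it was -0.01. None of the genes of either list passed against the controls on shared slides.

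Among 24 cell cycle genes PCNA rose by 0.86 in symptomatic and 0.89 in asymptomatic infection and 23 did not pass, also when adjusted over the list alone (medians 0.07 and 0.11, camera adjusted p = 0.914 and 0.817). The medians were -0.26 and -0.23 with slide as a block. Against the controls on shared slides 0 of the 24 cell cycle genes passed, and PCNA turned below 0 in both groups. Of 16 immediate early and stress genes HSPA1A rose by 0.98 and 0.89 and JUN by 0.71 and 0.77, and 14 did not pass, also when adjusted over the list alone (medians 0.10 and 0.09, camera adjusted p = 0.804 and 0.829). With the shared-slide controls 0 of these 16 rose in symptomatic and 1 in asymptomatic infection, and HSPA1A turned below 0 in both groups. No gene passed among 6 dendritic cell genes (medians 0.38 and 0.28, camera adjusted p = 0.645 and 0.655) or 10 eosinophil and basophil genes (medians 0.02 and 0.23, camera adjusted p = 0.914 and 0.655).

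The list of genes that the paper names was chosen on these samples and is not independent evidence. Of 21 measured, 9 rose and 4 fell in symptomatic and 9 rose and 5 fell in asymptomatic infection, or 9 and 5 and 10 and 6 when adjusted over the list alone (camera adjusted p = 0.301 and 0.586). MARCHF2 fell by 0.75 in asymptomatic infection (SE 0.21, adjusted p = 0.00242). MATR3, MPDU1 and RAB9B, which the paper names for late-onset hearing loss, had log2 fold changes of 0.79, -0.43 and -0.15 in symptomatic and 0.84, -0.40 and -0.15 in asymptomatic infection, and of these MATR3 rose in both groups. It was at 0.25 and 0.30 against the controls on shared slides, where it did not pass. Hearing outcome was not analysed here.

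Between symptomatic and asymptomatic samples no gene of any list passed, and 1 erythroid gene passed when adjusted over its list alone. Interferon-stimulated genes differed by a median of 0.19 (camera adjusted p = 1.49e-16, and adjusted p = 0.305 with an estimated correlation) and T cell genes by -0.10 (camera adjusted p = 1.42e-07, and adjusted p = 0.255 with an estimated correlation). Neutrophil genes differed by 0.12 (camera adjusted p = 0.000341, and adjusted p = 0.57 with an estimated correlation). A permutation test of the mean per sample gave p = 0.0416 for the interferon-stimulated genes (adjusted p = 0.175, difference 0.23, above the asymptomatic median in 61 of 92 samples). For the T cell genes it gave p = 0.0158 (adjusted p = 0.111, difference -0.10, above in 40 of 92), for oxidative phosphorylation p = 0.0107 (adjusted p = 0.111, difference -0.06, above in 30 of 92) and for ribosomal protein genes p = 0.0403 (adjusted p = 0.175, difference -0.06, above in 34 of 92). None passed after adjustment over the 21 lists.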
